# Alternative Splicing Regulation During Light-Induced Germination of *Arabidopsis thaliana* Seeds

**DOI:** 10.3389/fpls.2019.01076

**Published:** 2019-09-10

**Authors:** Rocío Soledad Tognacca, Lucas Servi, Carlos Esteban Hernando, Maite Saura-Sanchez, Marcelo Javier Yanovsky, Ezequiel Petrillo, Javier Francisco Botto

**Keywords:** dormancy, germination, light, phytochrome B (phyB), alternative splicing (AS), Arabidopsis

## Abstract

Seed dormancy and germination are relevant processes for a successful seedling establishment in the field. Light is one of the most important environmental factors involved in the relief of dormancy to promote seed germination. In *Arabidopsis thaliana* seeds, phytochrome photoreceptors tightly regulate gene expression at different levels. The contribution of alternative splicing (AS) regulation in the photocontrol of seed germination is still unknown. The aim of this work is to study gene expression modulated by light during germination of *A. thaliana* seeds, with focus on AS changes. Hence, we evaluated transcriptome-wide changes in stratified seeds irradiated with a pulse of red (Rp) or far-red (FRp) by RNA sequencing (RNA-seq). Our results show that the Rp changes the expression of ∼20% of the transcriptome and modifies the AS pattern of 226 genes associated with mRNA processing, RNA splicing, and mRNA metabolic processes. We further confirmed these effects for some of the affected AS events. Interestingly, the reverse transcriptase–polymerase chain reaction (RT–PCR) analyses show that the Rp modulates the AS of splicing-related factors (*At-SR30*, *At-RS31a*, *At-RS31*, and *At-U2AF65A*), a light-signaling component (*At-PIF6*), and a dormancy-related gene (*At-DRM1*). Furthermore, while the phytochrome B (phyB) is responsible for the AS pattern changes of *At-U2AF65A* and *At-PIF6*, the regulation of the other AS events is independent of this photoreceptor. We conclude that (i) Rp triggers AS changes in some splicing factors, light-signaling components, and dormancy/germination regulators; (ii) phyB modulates only some of these AS events; and (iii) AS events are regulated by R and FR light, but this regulation is not directly associated with the intensity of germination response. These data will help in boosting research in the splicing field and our understanding about the role of this mechanism during the photocontrol of seed germination.

## Introduction

Seed dormancy is a developmental checkpoint that allows plants to regulate when and where they grow. Temperature, light, and nitrates are the most relevant environmental factors regulating the relief of seed dormancy to promote seed germination (Benech-Arnold et al., 2000). These cues can trigger molecular responses including hormone signaling, mainly those of abscisic acid (ABA) and gibberellin (GA). The balance between the contents and sensitivity of these hormones is key for the regulation of the dormancy status of the seeds. ABA promotes primary dormancy induction and later maintenance, whereas GA promotes seed germination. Environmental signals regulate this balance by modifying the expression of metabolic enzymes as well as those of positive and negative regulators of both hormones, many of which are feedback regulated (Finkelstein et al., 2008).

Light has been one of the most characterized factors regulating the relief of dormancy. Phytochromes are the best-known photoreceptors perceiving red (R) and far-red (FR) light. They are synthesized in its inactive form, Pr (with maximum absorption in R), and are photo-converted into their active form, Pfr (with maximum absorption in FR). The *Arabidopsis* genome encodes five phytochromes, named phyA to phyE. Among them, phytochrome B (phyB) has a prominent role as the main photoreceptor regulating the R/FR reversible response (Shinomura et al., 1994; Botto et al., 1995), and phyD and phyE can contribute to this regulation in *phyA/phyB* double mutant seeds (Hennig et al., 2002; Arana et al., 2014), suggesting some redundancy in phytochrome functions in the R-light-mediated seed germination. In the soils, weed seeds change their light sensitivity according with after-ripening and burial conditions (Scopel et al., 1991; Botto et al., 1998a; Botto et al., 1998b; Botto et al., 2000), being phyA responsible for the detection of very brief light stimulus-promoting seed germination (Botto et al., 1996; Shinomura et al., 1996).

Light tightly regulates the expression (transcript levels) of thousands of genes (Casal and Yanovsky, 2005; Galvao and Fankhauser, 2015) and also many other layers of gene expression such as mRNA splicing, translation, and stability (Mano et al., 1999; Yakir et al., 2007; Simpson et al., 2008; Jung et al., 2009; Juntawong and Bailey-Serres, 2012; Liu et al., 2012; Paik et al., 2012; Liu et al., 2013; Petrillo et al., 2014; Shikata et al., 2014; Tsai et al., 2014; Wang et al., 2014; Wu et al., 2014; Mancini et al., 2016). RNA splicing is a co-transcriptional molecular event that is carried out by a macromolecular complex called spliceosome. Alternative splicing (AS) is the process that generates multiple transcripts from a single gene by using different combinations of available splice sites. AS leads to different outcomes and produces transcripts encoding for proteins that may have altered or lost function. Several investigations have demonstrated the importance of AS in processes like photosynthesis, defense responses, circadian clock, hormone signaling, flowering time, and metabolism (Lightfoot et al., 2008; Matsumura et al., 2009; Sanchez et al., 2010; Martin-Trillo et al., 2011; James et al., 2012; Jones et al., 2012; Rosloski et al., 2013).

AS is also relevant during the early (Fouquet et al., 2011) and late stages of embryo development (Sugliani et al., 2010). At the seed level, the work by Srinivasan et al. (2016) analyzed the AS during *Arabidopsis* seed development at a global level, both before and after seed desiccation. They identified 4,003 genes that are alternatively spliced, and 1,408 of those genes showing a differential pattern of splicing between both stages. Remarkably, most of these alternatively spliced transcripts had not been found in other tissues. More recently, another report highlights the relevance of AS in *Arabidopsis* seeds (Narsai et al., 2017). These authors analyzed the dynamics of gene expression over 10 developmental time points during seed germination and identified 620 genes undergoing AS. The regulation of these AS events during seed germination is time specific and/or tissue specific (Narsai et al., 2017). Interestingly, they also found complex variations in the relative abundance of *PIF6* (*PHYTOCHROME INTERACTING FACTOR 6*, *AT3G62090*) isoforms, as previously demonstrated (Penfield et al., 2010). PIF6 transcription factor is expressed during seed development, and its expression is dramatically reduced during imbibition. It has four known AS isoforms (Narsai et al., 2017), one of them originating from an exon skipping (ES) event that creates a premature stop codon and encodes for a protein that lacks the DNA-binding domain (Penfield et al., 2010). As expected, the overexpression of this *PIF6* isoform reduces seed dormancy (Penfield et al., 2010). *DOG1* (*DELAY OF GERMINATION1*, AT5G45830), another main regulator of seed germination, is also affected at the AS level. DOG1 protein accumulates during seed maturation, and its abundance in freshly harvested seeds determines the dormancy status of the seed (Graeber et al., 2014). *DOG1* transcripts are extensively alternatively spliced, giving place to five AS isoforms that are all functional but unstable if not expressed in combination (Bentsink et al., 2006; Nakabayashi et al., 2012; Nakabayashi et al., 2015). These findings clearly show the importance of AS control in the regulation of seed germination.

Photosensory-protein pathways are not the only way to sense light and regulate gene expression accordingly. Petrillo et al. (2014) have shown that *At-*RS31 (*ARGININE/SERINE-RICH SPLICING FACTOR 31*, AT3G61860), *At-SR30* (*ARGININE/SERINE-RICH SPLICING FACTOR 30*, *AT1G09140*), and *At-U2AF65A* (*U2 SNRNP AUXILIARY FACTOR*, *AT4G36690*) AS patterns are modulated by different light conditions through retrograde signals arising from chloroplasts. They demonstrated that the chloroplast, which is able to sense and to communicate light signals to the nucleus, is the main actor triggering the AS changes in response to light (Petrillo et al., 2014). All these experimental evidences suggest that AS is a relevant mechanism even though there is still no information available about how light-promoting seed germination affects this process in *Arabidopsis thaliana* seeds. Here, we showed that (i) red pulse (Rp) triggers AS changes in some splicing factors, light-signaling components, and dormancy/germination regulators; and (ii) phyB is involved in the regulation of only some of these AS events. Furthermore, (iii) AS events are regulated by R and FR light, but this regulation is not directly associated with the intensity of germination response. We conclude that AS is a source of gene expression diversity, and a proper regulation of this process might be of key relevance for seed germination modulation under different light conditions.

## Materials and Methods

### Plant Material and Growth Conditions

*A. thaliana* plants were grown under long day conditions [16-h L/8-h D, photosynthetically active radiation (PAR) = 100 *µmol·m* ^−2^ *·s* ^−1^] with an average temperature of 21 ± 2°C. Plants were grown together, and their mature seeds were harvested at the same time to avoid differences in post-maturation, which can affect seed germination. Seeds of each genotype were harvested as a single bulk that consisted of at least five plants. Seeds were stored in tubes with small holes inside a closed box and maintained in darkness with silica gel at 4°C until the experiments were performed. *A. thaliana* Columbia-0 (Col-0) and Landsberg *erecta* (L*er*) were used as wild type (WT). Seeds of *phyB-9* (Col-0 background) and *phyB-5* (L*er* background) (218790) were obtained from the ABRC (www.arabidopsis.org/abrc/).

### Germination Conditions and Light Treatments

Samples of 20 seeds per genotype were sown in clear plastic boxes, each containing 10 ml of 0.8% (w/v) agar in demineralized water. To establish a minimum and equal photo-equilibrium, seeds were imbibed for 2 h in darkness and then irradiated for 20 min with a saturated far-red pulse (FRp; calculated Pfr/P = 0.03, 42 *µmol·m* ^−2^ *·s* ^−1^) in order to minimize the quantities of Pfr that formed during their development in the mother plant. Seeds were then stratified at 5°C in darkness for 3 days, prior to the 20 min with a saturated Rp (calculated Pfr/P = 0.87, 0.05 *µmol·m* ^−2^ *·s* ^−1^) or FRp. After light treatments, the boxes containing the seeds were wrapped again with black plastic bags and incubated at 25°C for 3 days before germination was determined. The criterion for germination was the emergence of the radicle.

For experiments with hormones, seeds were sown in clear plastic boxes, each containing filter papers imbibed with 750 µl of fluridone 100 µM (Sigma-Aldrich, Steinheim, Germany) or ABA 1 µM supplemented with fluridone 100 µM (Ibarra et al., 2016) until the end of the experiment. We have previously performed calibration curves to determine the optimal ABA concentration to counteract the promotion of germination triggered by fluridone (**Supplementary Figure 1**).

### cDNA Library Preparation and High-Throughput Sequencing

Seed samples were sown in clear plastic boxes, each containing 10 ml of 0.8% (w/v) agar in de-mineralized water. Three biological replicates of each condition were collected 12 h after the corresponding R and FR light pulses. After sampling, seeds were immediately frozen in liquid nitrogen and stored at −80°C. RNA was extracted using the Spectrum Plant Total RNA Kit (Sigma-Aldrich, Steinheim, Germany) according to manufacturer’s protocol. To estimate the concentration and quality of the samples, spectrophotometry and agarose gel were used, respectively. RNA samples were processed at the Instituto de Agrobiotecnología de Rosario (INDEAR, Rosario, Argentina). Samples were pooled to create six multiplexed DNA libraries, which were pair-end sequenced with an Illumina HiSeq 1500.

### Processing of RNA Sequencing Reads

Sequence reads were aligned with the *A. thaliana* genome TAIR10 (Langmead et al., 2009) with TopHat v2.1.1 (Trapnell et al., 2009) with default parameters, except in the case of the maximum intron length parameter, which was set at 5,000. Count tables for the different feature levels were obtained from bam files using custom R scripts and considering the TAIR10 transcriptome.

### Differential Gene Expression Analysis

Differential gene expression analysis was conducted for genes whose expression was above a minimum threshold level [>10 reads and a read density (RD) >0.05] in at least one experimental condition. RD was computed as the number of reads in each gene divided by its effective width. The term effective width corresponds to the sum of the length of all the exons of a given gene. Differential gene expression was estimated using the edgeR package version 3.4.2 (Robinson et al., 2010), and resulting *p*-values were adjusted using a false discovery rate (FDR) criterion (Benjamini and Hochberg, 1995). Genes with FDR values lower than 0.05 and an absolute fold change >1.5 were considered to be differentially expressed (DE). This dataset was labeled as DE genes (**Supplementary Table 1**).

### Differential AS Analysis

For the analysis of differential AS, multiexonic genes were partitioned into features defined as “bins,” corresponding to exonic, intronic, and alternatively spliced regions. We labeled these three kinds of bins as exon bins, intron bins, or AS bins, respectively. In addition, AS bins were further classified as ES, alternative 5′ splice site (Alt5′SS), alternative 3′ splice site (Alt3′SS), and intron retention (IR). Bins with three or more different AS events in the same subgenic region were labeled as multiple. Read summarization was performed at those three levels: exon, intron, and AS bins. These datasets were then filtered according to several criteria applied at the gene and bin levels. First, defined subgenic regions (i.e., bins) were considered for differential AS analysis only if the genes with which they are associated with were expressed above a minimum threshold level (more than 10 reads per gene and RD > 0.05) in all experimental conditions. Next, bins were considered for differential AS analysis only if they had more than five reads and an RD bin/RD gene ratio >0.05, in at least one experimental condition. After these filters were applied, reads summarized at the bin level were normalized to the read counts of their corresponding gene. This was done to avoid the influence of changes in gene expression on the differential AS analysis at the bin level. Then, similarly to the approach used for the differential expression analysis, differential AS analysis was conducted at the bin levels using the edgeR package version 3.4.2. Bins with FDR values lower than 0.15 were considered to undergo differential AS. Finally, we restricted the selection of AS bins to those bins for which differential AS analysis was supported by expected changes in the numbers of splice junctions. In order to do this, we obtained information on the number of reads associated with each splice junction, both annotated and novel. Junction coordinates were extracted from gap containing aligned reads. Junctions with fewer than five reads were discarded. We then computed the metrics PSI (percent spliced-in) and PIR (percent IR), which were used as a final filtering criteria for the AS analysis. PSI was defined as the percentage of the number of junction reads supporting bin inclusion relative to the combined number of reads supporting inclusion and exclusion (Pervouchine et al., 2013). PSI values were computed for ES, Alt5′SS, and Alt3′SS. PIR values, calculated as previously described (Braunschweig et al., 2014), were used for the IR analysis. Briefly, PIR is defined for each experimental condition as the percentage of the number of reads supporting IR (E1I + IE2) relative to the combined number of reads supporting IR and exclusion (E1I + IE2 + 2 exclusion junction [JE1E2]), where E is the exonic bin, I the intronic bin, and J the junction (Mancini et al., 2016). AS, exon, and intron bins were considered to be differentially spliced (DS) if, in addition to fulfilling the filtering criteria described above, the difference in PSI or PIR between experimental conditions was >0.5%. Bins corresponding to alternatively spliced regions identified through novel splice junctions were considered to be differentially alternatively spliced if there was a difference in the PSI value larger than 10% between experimental conditions. This dataset was labeled as DS genes (**Supplementary Table 1**).

### Gene Ontology Analysis

Gene ontology (GO) terms assignment for the DE genes and DS genes datasets were obtained using the BioMaps tool from the virtual plant software (http://virtualplant.bio.nyu.edu/cgi-bin/vpweb/). An enrichment test was performed for the following categories: BP (biological process), MF (molecular function), and CC (cellular component). *p*-values were obtained using the Fisher exact test and corrected for multiple testing using FDR. The enrichment factor (EF) was estimated as the ratio between the proportion of genes associated with a particular GO category present in the dataset under analysis, relative to the number of genes in this category in the whole genome (**Supplementary Table 1**). Bubble plots were generated, using a custom script written in R language, for all those categories for which the adjusted *p*-value was lower than 0.01 in at least one dataset.

### Semi-Quantitative Reverse Transcriptase–Polymerase Chain Reaction

Seed samples were sown in clear plastic boxes, each containing 10 ml of 0.8% (w/v) agar in de-mineralized water. Three biological replicates of each condition were collected 12 h after the corresponding R and FR light pulses. After sampling, seeds were immediately frozen in liquid nitrogen and stored at −80°C. RNA was extracted using the Spectrum Plant Total RNA Kit (Sigma-Aldrich, Steinheim, Germany) according to manufacturer’s protocol. cDNA derived from the extracted RNA was synthesized using M-MLV reverse transcriptase (Promega, Madison, WI, USA) and oligo-dT primers. polymerase chain reaction (PCR) analyses were conducted using a mix with Taq DNA Pol (Inbio Highway, Tandil, Buenos Aires, Argentina), 10× buffer, 10× polyvinylpyrrolidone (PVP), 25 mM of MgCl_2_, 10 mM of dNTPs, and gene-specific primers according to the manufacturer’s instructions. The PCR program was as follows: 95°C for 3 min and the respective number of cycles (28–31) at 95°C for 30 s, 60°C for 30 s, and 72°C for 1.5 min. The amplified products were resolved by 1% or 2% agarose gel electrophoreses. The SI, defined as the abundance of the longest splicing isoform relative to the levels of all possible isoforms, was calculated from the relative levels of the corresponding reverse transcriptase (RT)–PCR products quantified using densitometry by the ImageJ software (https://imagej.net/Welcome). Gene models and gel images are shown in **Supplementary File 1**. The specific primers used are described in **Supplementary Table 2**.

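The primer sequences of Supplementary Table 2 were matched to the TAIR10.1 sequence in and next to their own gene. Matches elsewhere in the genome were not searched. The At-SR30 (AT1G09140) primers match chromosome 1 at 2944936 to 2944955 and at 2943170 to 2943194, and lie together in 3 annotated transcripts, with products of 408 to 1350 nt. They flank an intron whose donor at 2944168 is joined either to an acceptor at 2943227 or to one 338 nt upstream of it at 2943565. The 30 nt around the donor read CAGCTCTGTCTCAAGGTATGAGTGTTAGAT, those around the distal acceptor TTGGTCTTGCTGCAGGTCCCAATCAAGATC and those around the proximal acceptor TTGTTTGTTTTCTAGATCTGGCTCACTGCT. The At-RS31 (AT3G61860) primers match chromosome 3 at 22902097 to 22902114 and at 22900993 to 22901013 and flank an intron of 798 nt from 22901256 to 22902053. Its 1 annotated transcript gives a product of 240 nt. The At-RS31a (AT2G46610) primers match chromosome 2 at 19138404 to 19138423 and at 19136778 to 19136797 and lie together in 3 annotated transcripts, with products of 675 to 1380 nt. They flank a pair of donors 556 nt apart, at 19138386 and 19137830, that are joined to the same acceptor at 19137682. The forward primer of At-U2AF65A (AT4G36690) matches chromosome 4 at 17294971 to 17294990. For the reverse primer, no exact match was found in or next to the gene or in its annotated transcripts. The forward primer lies upstream of a donor at 17294703 that is joined to an acceptor at 17294431 or to one 173 nt upstream of it at 17294604.

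**Figure D1:**
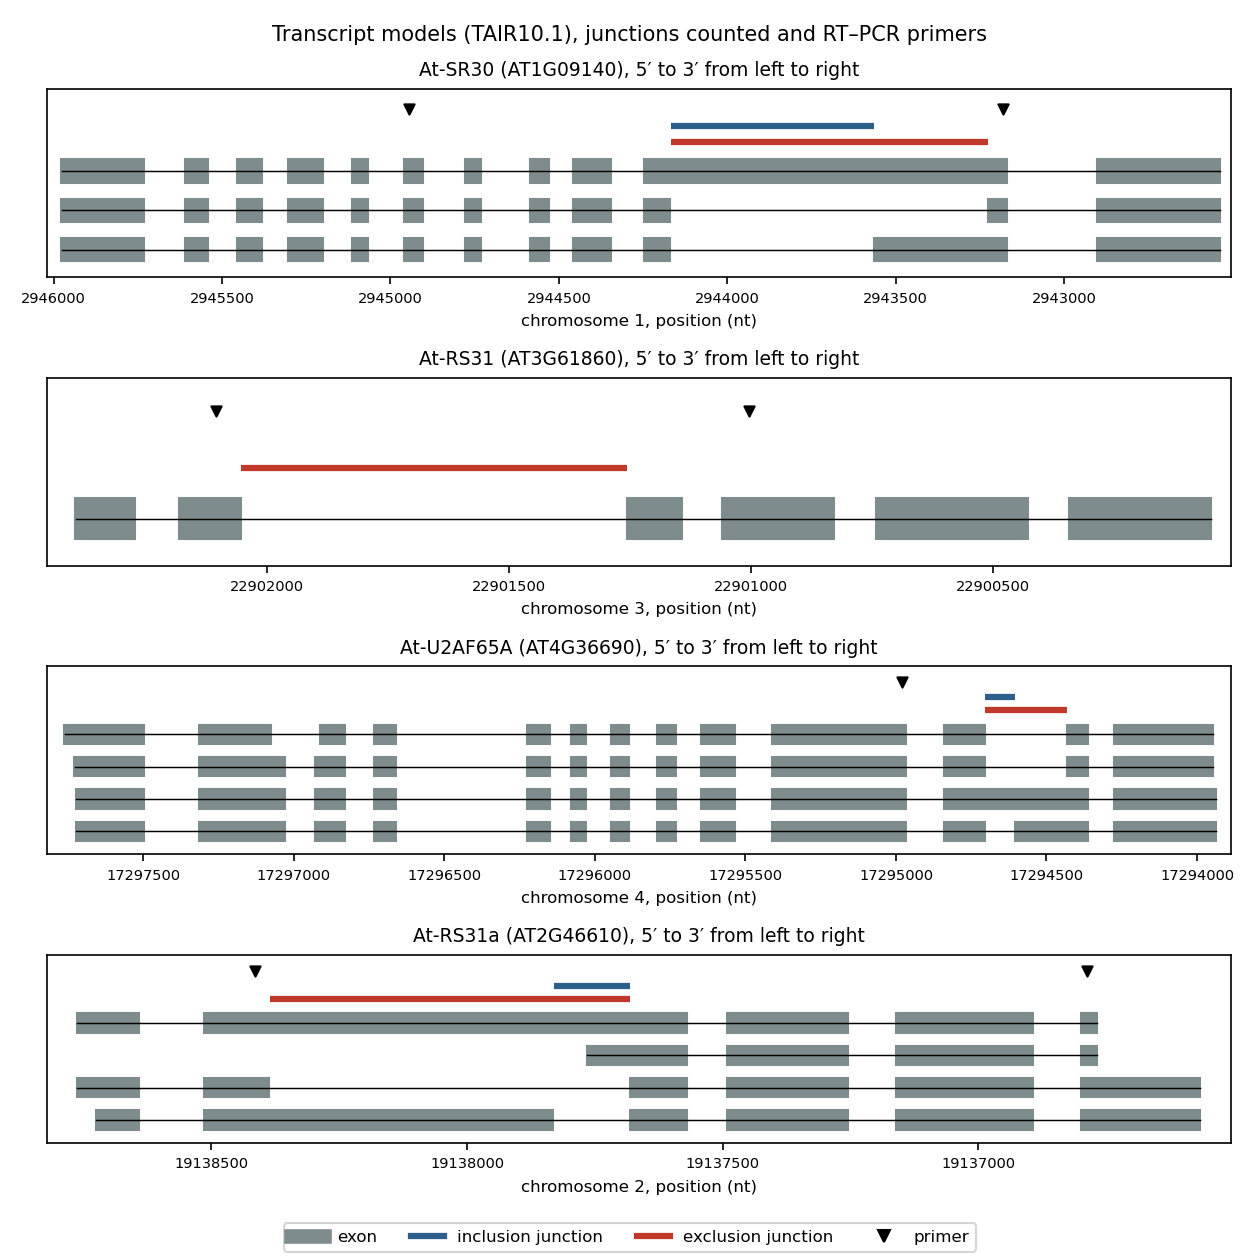
Annotated transcripts of At-SR30, At-RS31, At-U2AF65A and At-RS31a by position on the chromosome in nt, drawn from 5′ to 3′, with exons as boxes. Lines above the transcripts span the introns removed by the inclusion and exclusion junctions whose reads were counted, and triangles mark the matched primers, of which At-U2AF65A has 1.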

### Statistical Analysis

To test for significant differences in the response of the seeds, we conducted two-way analyses of variance (ANOVAs) for each WT and mutant group, using the angular transformation of the percentage of germination and the InfoStat Software version 2017 (Grupo InfoStat, FCA, Universidad Nacional de Córdoba, Argentina). Fisher post-test was used to test differences between genotypes, when significant treatment-by-genotype interactions were observed.

To test for significant differences in the splicing index (SI), we also conducted two-way ANOVAs using the same software, and Fisher post-test was used to test for differences, when significant treatment-by-genotype interactions were observed. When indicated, we used Student’s *t*-test.

## Results

### Seed Germination Induced by Red Light Modulates the AS Pattern of 226 genes

WT Col-0 seeds were imbibed in darkness at 5°C for 3 days prior to irradiation with an Rp or an FRp. Germination was counted after 3 days at 25°C in darkness (**Figure 1A**). The Rp significantly induces seed germination ∼ 85% in Col-0 seeds, while the FRp does not promote seed germination (**Figure 1B**), indicating that the phytochrome system is involved in this response. We used this seed population to evaluate changes at the transcriptome level triggered by light, with special focus in AS modulation. Seed samples for RNA isolation were collected 12 h after the light treatments (**Figure 1A**), and R light effects on mRNA levels and AS were analyzed (**Supplementary Table 1**). 

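RNA was sequenced from 6 samples of Col-0 seeds, the wild type, with 3 biological replicates collected after the Rp and 3 after the FRp. All seeds had been imbibed for 2 h in darkness, given a first FRp of 20 min and stratified for 3 days at 5°C. The second pulse lasted 20 min and was either the Rp, at 0.05 µmol per square metre per second with a calculated Pfr/P of 0.87, or the FRp, at 42 µmol per square metre per second with a calculated Pfr/P of 0.03. The authors aligned the reads to the TAIR10 genome with TopHat and counted them on 33602 genes and on splice junctions and exon–intron boundaries, and none of these counts is normalized. Gene counts summed to 29802319, 26057621 and 31286686 reads in Rp replicates 1, 2 and 3 and to 24234421, 32387080 and 29712702 reads in FRp replicates 1, 2 and 3. Reads on junctions that skip a bin numbered 8177190 to 11645132 after the Rp (median 9552954) and 6391156 to 9298550 after the FRp (median 8149840). Across genes, which are not independent replicates, Pearson's r of the log2 CPM lay between 0.982 and 0.990 for libraries of the same treatment and between 0.809 and 0.853 for libraries of different treatments. The 20 genes with the most reads over all 6 libraries together took 6.19% ± 1.09 of the reads after the Rp and 24.9% ± 2.06 after the FRp (SD, n = 3). The list is the same for both conditions, so 6.19% is not the share of the 20 top genes of the Rp libraries themselves.
From these counts, mRNA levels were compared after TMM normalization, which scales the libraries on the bulk of the genes rather than on their totals. For AS, the inclusion and exclusion reads of each event were compared in one model with an effect for each library, which takes up a change that both kinds of reads share. PSI and PIR were computed as the inclusion reads over the inclusion and exclusion reads, with the exclusion reads weighted by 2 where both inclusion junctions or boundaries are listed. An event was tested where its gene passed the expression filter in both conditions, its mean junction reads per library were at least 10 in each condition and each side had at least 5 reads in total. For 2512 of the 2515 annotated IR bins, the name of the table's line and the name on its boundary reads differ, and events were identified by the boundary reads.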

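The filter of the paper's methods asks for over 10 reads and a read density over 0.05 in at least 1 condition. Applied here to the mean reads of each condition, it left 16924 genes. Of these, 9413 had an adjusted p under 0.05 and a fold change over 1.5 between the Rp and the FRp in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 4877 genes higher and 4536 lower after the Rp. The 3 Rp libraries all lay on the same side of the 3 FRp libraries for 13259 of all tested genes (78.3%). Chance gives 10% for each gene, and genes of the same libraries are not independent. With each library left out in turn, the count lay between 9203 and 9481 genes. A block for the replicate number gave 9357 genes, 4827 of them higher and 4530 lower, where the deviations of same-numbered libraries from their group means had a mean correlation of -0.0419 across genes (from -0.113 to 0.0388). A fold change over 2 moved the count most, to 5757 genes, of which 3088 were higher and 2669 lower. Scaled on library totals without TMM, 7524 genes were higher and 2568 lower (74.6% higher, against 51.8% with TMM), and the median log2 fold change of all tested genes was 0.45 instead of 0.02.
The genes with the largest changes were taken among the called genes with a mean count of at least 50 and no overlap between the groups. AT4G23680, a polyketide cyclase family gene on chromosome 4 from 12336186 to 12337482, had at most 2 reads in any FRp library and 4.45 ± 1.19 CPM after the Rp (SD, n = 3), and was at least 41.7-fold higher after the Rp. AT3G05936 was at least 30.2-fold higher. The log2 fold changes of AT4G31760, BGLU28 and AT5G66260 were 5.78, 5.51 and 5.29. That of BGLU28 rests on 6 reads in 1 of the FRp libraries, and those of AT4G31760 and AT5G66260 on at most 4 and 8 reads in any FRp library. Among the genes lower after the Rp, PIL1 on chromosome 2 from 19295490 to 19297826 went from 15.1 ± 1.21 CPM after the FRp to 0.238 ± 0.0542 CPM after the Rp (SD, n = 3), a log2 fold change of -5.96 (standard error 0.22, adjusted p = 8.11e-10 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of AT3G21352, STS, At-PIF6 (listed as PIL2) and NHL22 were -6.41, -5.83, -5.62 and -5.59. Those of AT3G21352 and NHL22 rest on at most 4 and 14 reads in any Rp library. With 1 library left out, they lay between -7.30 and -5.79 and between -6.54 and -5.02.

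**Figure D2:**
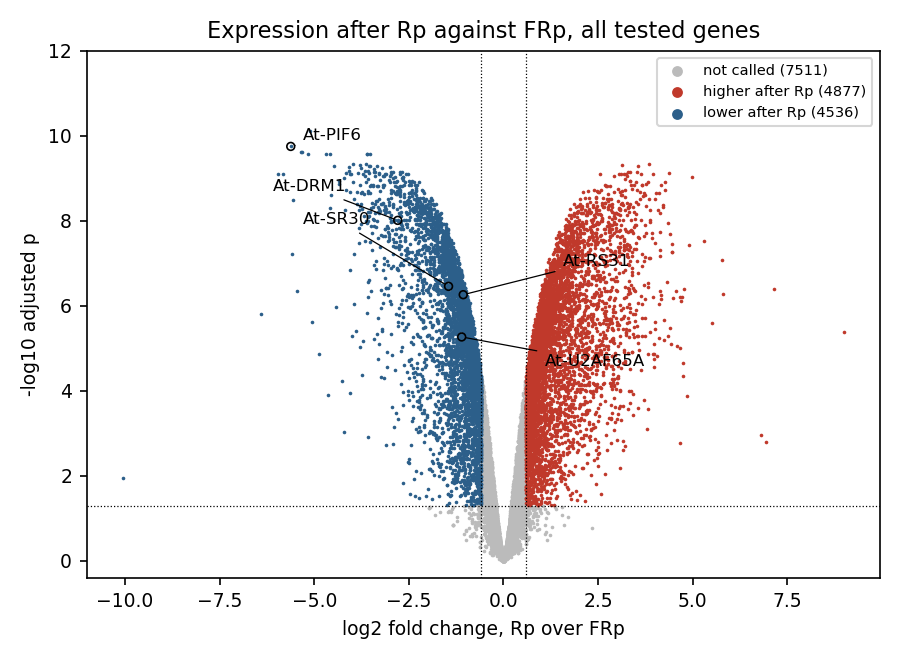
Log2 fold change of the 16924 tested genes after the Rp over the FRp (horizontal axis) against the negative log10 of the adjusted p (vertical axis), 1 point per gene. The 4877 genes called higher are red, the 4536 called lower blue and the others grey, dotted lines mark the thresholds, and the circled genes, At-PIF6, At-DRM1, At-SR30, At-RS31 and At-U2AF65A, all lie on the lower side.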

We identified a total of 5,785 genes whose mRNA levels are significantly affected, either increased or decreased, more than 1.5-fold (FDR < 0.05) in response to the Rp (**Figure 1C** and **Supplementary Table 1**). We defined this group as DE genes. 

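Gene groups were compared by the keywords in their product names, since GO terms were not used here. The share of 7 such families among the DE genes and among genes with AS events was compared with all tested genes by two-sided Fisher exact tests, with Benjamini-Hochberg adjustment over the 14 tests. Genes named after late embryogenesis abundant (LEA) proteins, seed storage or ABA were DE in 91 of 106 cases (odds ratio 4.88, 95% confidence interval 2.80 to 9.08, adjusted p = 5.66e-10 in the Fisher exact test), with 31 higher and 60 lower after the Rp, and 37 higher and 49 lower without TMM. Heat shock and chaperone genes were DE in 138 of 233 cases (odds ratio 1.16, adjusted p = 0.433 in the Fisher exact test) and genes of photosystems, chlorophyll and phytochromes in 43 of 71 (odds ratio 1.23, adjusted p = 0.552 in the Fisher exact test). Ribosomal protein genes were DE in 257 of 362 cases (odds ratio 1.98, 95% confidence interval 1.57 to 2.51, adjusted p = 1.11e-08 in the Fisher exact test), with 241 higher and 16 lower after the Rp, and 309 higher and 9 lower without TMM. The background of all genes of the count table, expressed or not, moved their odds ratio upwards to 5.28. Among DE genes over 2-fold it was 1.17 and did not pass the threshold (adjusted p = 0.322 in the Fisher exact test). Among genes higher after the Rp alone it was 5.12, and among those lower alone 0.123. With a block for the replicate number the odds ratios of the LEA, heat shock, photosystem and ribosomal groups were 4.58, 1.18, 1.17 and 1.98, where the pairing check is the mean correlation of -0.0419. Against the same background of all genes, to which the paper's enrichment factor refers, that of the LEA group was 1.48 and those of heat shock and photosystem genes were 2.45 and 1.91 (adjusted p = 0.00717, 1.25e-12 and 0.00433 in the Fisher exact test). Over all the alternatives, the adjusted p-values reached 1 for each of these 3 groups, in the test of the genes higher after the Rp alone for the LEA group and heat shock genes and of those lower alone for the photosystem genes. Among the genes lower alone, the odds ratio of the LEA group was 3.60 (adjusted p = 8.76e-10 in the Fisher exact test).
Among 17 genes of phytochrome and hormone control, 2 were called higher and 10 lower after the Rp, and 12 were called whether the p-values were adjusted over all genes or over the 17 alone. Without TMM, 5 were called higher and 8 lower. GA3OX2 (AT1G80340) rose from 2.56 ± 0.710 CPM after the FRp to 31.7 ± 2.59 CPM after the Rp (SD, n = 3), a log2 fold change of 3.60 (standard error 0.17, adjusted p = 3.02e-09 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and GA3OX1 had a log2 fold change of 1.75. GA2OX2 (AT1G30040) fell by 3.54 on the log2 scale (standard error 0.12, adjusted p = 5.17e-10 in the same test). The log2 fold changes of NCED9, SOM, PHYA and ABI5 were -2.24, -2.19, -1.99 and -1.37. RGL2 did not pass the threshold, with a log2 fold change of -0.07 that turned to 0.37 without TMM.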

Interestingly, DE genes are enriched in genes associated with response to temperature, light, and ABA stimuli (**Figure 1D** and **Supplementary Table 1**). 

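Junction reads were sufficient to test 28466 AS events in 10086 genes. Of these, 699 events in 585 genes had an adjusted p under 0.15 and a difference in PSI or PIR over 0.5 percentage points in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with more inclusion after the Rp in 289 events and less in 410. The balance differs between classes, with 32 annotated IR bins up and 19 down, and annotated AS bins tested alone, a setting chosen after seeing the data, gave 158 events with more inclusion and 88 with less. Introns without an annotated alternative made up 545 of the 699 (of 25661 tested) and introns that hold an alternative bin 54 (of 1250). Annotated IR bins gave 51 (of 794), Alt3′SS bins 15 (of 421), ES bins 9 (of 74), Alt5′SS bins 4 (of 156) and exon bins 21 (of 110). The groups did not overlap in 18.6% of all tested events, where chance gives 10% for each event and events are not independent. Among the called introns without an annotated alternative, 68.8% moved against the expression of their own gene, compared with 55.6% of the other tested introns of this kind.
The count changed with most settings. A block for the replicate number left 210 events in 174 genes, and same-numbered libraries had a mean correlation of 0.00531 in the deviations of their junction ratios. With 1 library left out in turn, between 267 and 405 events passed. A Fisher exact test on reads pooled over replicates, which ignores the spread between them, moved the count most, to 5065 events in 3647 genes. In the main setting the variance of each event was taken from the trend over all events, and robust variance estimates, chosen after seeing the data, gave 681 events in 575 genes.
Of the 10 events with the smallest p-values, 8 were called, and the other 2, in CRU3, differed by less than 0.5 percentage points. Retention of an intron of NYC1 (AT4G13250:I001, between 7684605 and 7684700 on chromosome 4) was 41.9% ± 5.00 after the Rp and 3.30% ± 0.652 after the FRp (SD, n = 3), with an adjusted p of 1.81e-13 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Retention in Cpn60beta2 (AT3G13470:I013) was 0.638% ± 0.353 after the Rp and 13.7% ± 1.01 after the FRp. An intron of ASY3 (AT2G46980:I001) went from 84.6% ± 4.41 after the FRp to 6.15% ± 7.35 after the Rp with 12 to 188 junction reads per library, and 2 other introns of the gene changed in the same way, where its gene also fell by 2.83 on the log2 scale. Skipping of an exon bin of AT4G39200 was seen in the Rp libraries alone. The calls of NAP1;2 (AT2G19480:I012), M17 (AT2G41260:E004) and RAB18 (AT5G66400:E003) were lost with robust variance estimates, with adjusted p-values of 0.593, 0.537 and 0.834 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the lowest over all alternatives were 3.64e-45, 2.64e-134 and 7.37e-92.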

We then evaluated the effects of R light on AS and identified a total of 226 genes with AS events that are regulated by the light pulse (**Figure 1C** and **Supplementary Table 1**). We defined this group as DS genes. 

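Of the 585 genes with a called AS event, 382 (65.3%) were also DE, against 50.9% of the 10086 genes with a tested event (odds ratio 1.88, two-sided Fisher exact test, p = 5.93e-13). With DE defined by the adjusted p alone, 493 were also DE. With AS events at an adjusted p under 0.05, 158 of 228 genes were also DE, and with a difference over 10 percentage points, 140 of 226. With the block on both sides, 121 of 174 genes were shared (69.5%, odds ratio 2.23, two-sided Fisher exact test, p = 5.25e-07). The pairing checks for the block were the correlations of -0.0419 for genes and 0.00531 for junction ratios. With DE genes over 2-fold, a setting chosen after seeing the data, 232 of 585 were shared (39.7%), against 27.0% of the background.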

Less than half of the genes whose AS patterns are affected by R light show alterations at the total mRNA levels too (102 genes, **Figure 1C**). 

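Among the 10086 genes with a tested AS event, 93 have a product name that refers to splicing, and 8 of these had a called event. This is 1.37% of the genes with a called event, against 0.922% of the background (odds ratio 1.54, 95% confidence interval 0.639 to 3.19, adjusted p = 0.433 in the two-sided Fisher exact test). In the fit with the replicate block the odds ratio was 1.91 (adjusted p = 0.325 in the Fisher exact test), where the pairing check is the mean correlation of 0.00531, and over all alternatives the adjusted p-values lay between 0.00433 and 0.552. Against all genes of the count table, the nearest to the whole genome of the paper's enrichment factor, it was 3.80 (adjusted p = 0.00433 in the Fisher exact test), a background that holds genes without a testable event. With keywords searched in symbols and synonyms as well, chosen after seeing the data, it was 2.69 (adjusted p = 0.00435 in the Fisher exact test). Genes named after RNA binding had a called event in 22 of 183 cases (odds ratio 2.27, 95% confidence interval 1.37 to 3.59, adjusted p = 0.00513 in the Fisher exact test), and the odds ratio was 3.82 with the block. Several SR genes, At-RS31, At-RS31a and At-RS41 among them, carry the product name of an RNA-binding family protein and so are counted in that family. Of the 16 SR genes with a tested event, 9 had a called event, 7 of them at an adjusted p under 0.05.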

We also observed a strong enrichment in GO categories associated with mRNA processing, RNA splicing, and mRNA metabolic processes among these DS genes (**Figure 1D** and **Supplementary Table 1**). These categories are not enriched among the genes whose mRNA levels, rather than AS patterns, are affected by R light, supporting the idea that light regulates AS patterns mostly through its effect on the AS of splicing factors themselves (**Figure 1C** and **Supplementary Table 1**).

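Among the 16924 genes tested for expression, 111 have a product name that refers to splicing, and 46 of these were DE (odds ratio 0.563, 95% confidence interval 0.377 to 0.835, adjusted p = 0.0101 in the two-sided Fisher exact test). Adding the replicate block gave an odds ratio of 0.549 (adjusted p = 0.00722 in the Fisher exact test), where the pairing check is the mean correlation of -0.0419, and over all alternatives the adjusted p-values lay between 0.00722 and 0.952. Against all genes of the count table, it was 1.44 (adjusted p = 0.0682 in the Fisher exact test), above 1 instead of below. The DE genes of this family were higher in 18 cases and lower in 28 after the Rp, and higher in 34 and lower in 17 without TMM. Over all 111 genes of the family, the median log2 fold change relative to that of all tested genes was -0.14 with either scaling. Of the 17 SR genes, 12 were called lower and 1, RSZ22a, higher after the Rp, and without TMM 6 were called lower and 1 higher. The median log2 fold change of the SR genes was -0.67 relative to all tested genes and -0.66 without TMM. The largest change was in SR34b (AT4G02430), from 87.1 ± 11.5 CPM after the FRp to 20.1 ± 1.35 CPM after the Rp (SD, n = 3), a log2 fold change of -2.11 (standard error 0.11, adjusted p = 8.79e-09 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From categories of mRNA processing that are enriched among its DS genes and not among its DE genes, the paper proposes that light acts on AS mostly through the AS of splicing factors themselves (Figure 1C).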

**Figure 1:**
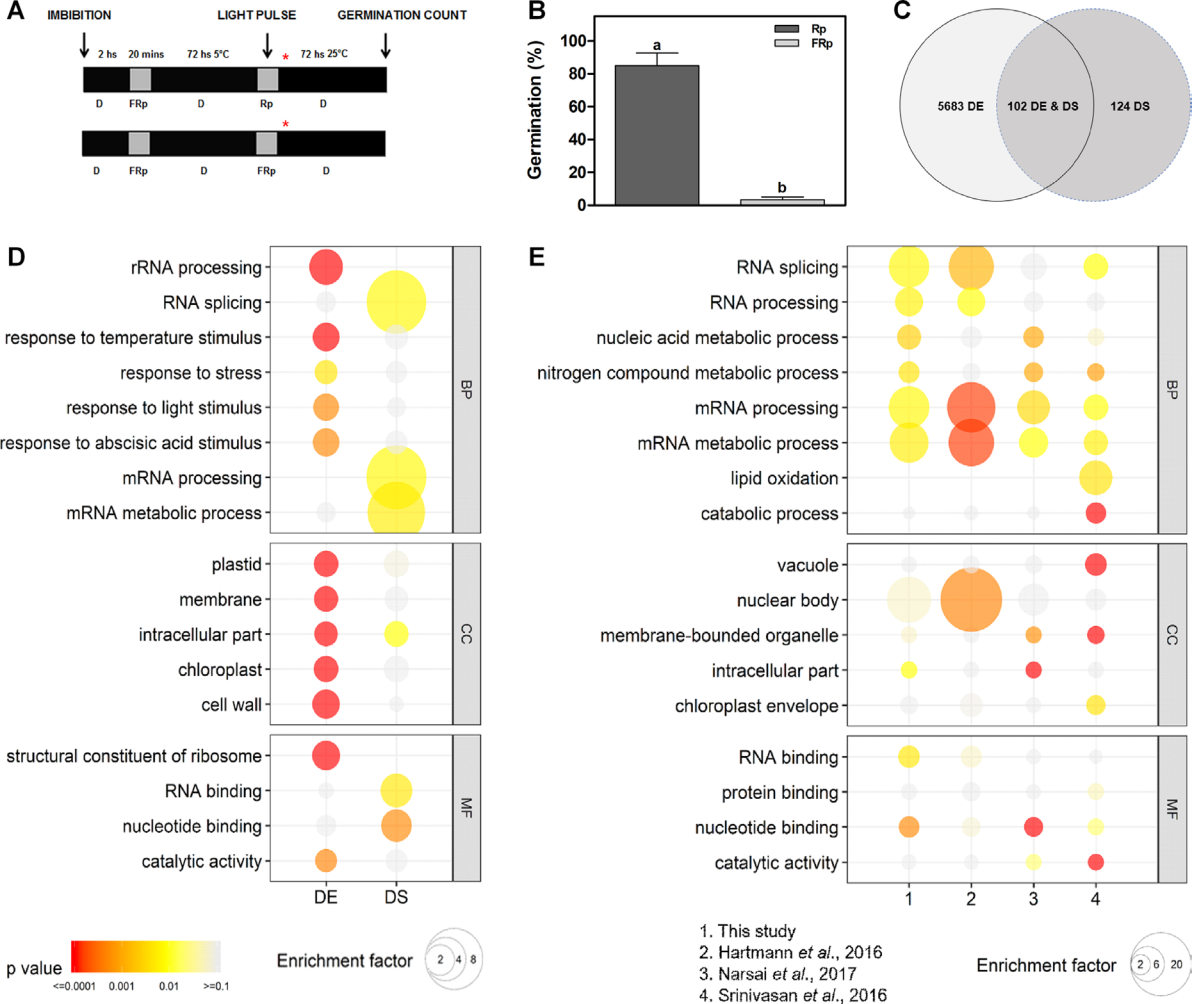
Germination induced by a red pulse modifies the alternative splicing pattern of 226 genes in Col-0 seeds. **(A)** Scheme of the experimental protocol. Col-0 seeds were irradiated with an Rp or an FRp after 3 days of chilling, and samples for RNA isolation were collected 12 h after the light pulse. Asterisk shows sampling point for RNA extractions. **(B)** Germination percentage of Col-0 seeds irradiated with an Rp (85%) or an FRp. Each bar represents mean ± SE (*n* = 3). Significant differences between means are shown by different letters (*p* < 0.05 by Student’s *t*-test). **(C)** Overlap between genes differentially affected by light at the expression level (DE genes) and genes regulated by light at the AS level (DS genes). **(D)** GO enrichment analysis comparing the DE and DS genes of our study. **(E)** GO enrichment analysis comparing DS genes between our study, and the works by Hartmann et al. (2016), Narsai et al. (2017), and Srinivasan et al. (2016). For panels D and E, GO was evaluated at three different levels: biological processes (BP), cellular component (CC), and molecular function (MF). The color gradient represents adjusted *p*-values, and the differences in bubble size correlate with the enrichment factor. Only those categories showing a statistically significant enrichment at either gene expression or AS level are depicted. AS, alternative splicing; Col-0, Columbia-0; DE, differentially expressed; DS, differentially spliced; FRp, far-red pulse; GO, gene ontology; Rp, red pulse.

Additionally, we performed a comparative transcriptomic analysis to evaluate if differentially alternatively spliced genes identified here, as responsive to an Rp that induced germination, were also regulated in other developmental processes or conditions, like seed maturation (Srinivasan et al., 2016), germination induced by a white light/dark photoperiod (Narsai et al., 2017), and/or seedling de-etiolation (Hartmann et al., 2016). 

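The SR gene At-RS41 (AT5G52040, chromosome 5 from 21130320 to 21133621) and At-HYP1 (AT3G01100, chromosome 3 from 34719 to 38529) each had a called AS event. In At-RS41, the donor at 21131187 is joined either to an acceptor at 21132086 or to one at 21131561, 525 nt upstream. Reads on the junction to the upstream acceptor made up a PSI of 22.4% ± 1.94 after the Rp and 64.7% ± 4.60 after the FRp (SD, n = 3, 134 to 411 junction reads per library), with an adjusted p of 2.28e-05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 50 nt around the exclusion junction have 2 other matches with at most 2 mismatches, and reads from those places were not told apart. Retention of a further intron of At-RS41, between 21131887 and 21132087, was 41.4% ± 7.75 after the Rp and 76.2% ± 7.95 after the FRp (adjusted p = 0.00565 in the same edgeR test). In At-HYP1, retention of the intron of 296 nt from 35556 to 35851 was 15.2% ± 1.98 after the Rp and 36.4% ± 1.72 after the FRp (SD, n = 3, 73 to 221 junction reads per library), with an adjusted p of 0.113 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With a replicate block, the adjusted p-values of the first At-RS41 event and of the At-HYP1 event were 0.000779 and 0.360 in the same edgeR test, where the pairing check gave a mean correlation of 0.00531. Over all the alternatives, limma and the Fisher exact test on pooled reads included, their adjusted p-values lay between 6.54e-54 and 0.158 and between 2.95e-10 and 0.360. The At-HYP1 event did not pass the threshold in any of the 6 fits that left out 1 library, in which its difference lay between -21.7 and -19.9 percentage points. Expression of At-RS41 fell by 0.61 and that of At-HYP1 by 1.49 on the log2 scale. The call of At-RS41 was lost without TMM, where its log2 fold change was -0.18, and without Rp replicate 2, where it was -0.54. It was also lost with a fold change over 2 and in edgeR's test against the 1.5-fold threshold (adjusted p = 0.360).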

We found two common genes affected at the AS level in the four transcriptome studies (*At-RS41* and *At-HYP1*), but a higher number of common genes are found when comparing different combinations of specific transcriptomes with those in our study (**Supplementary Table 1**). We also observed a strong enrichment in GO categories associated with RNA splicing, RNA processing, mRNA processing, and mRNA metabolic processes among these different physiological processes (**Figure 1E** and **Supplementary Table 1**). These data are in agreement with previous studies showing that genes related to RNA metabolism are among the most affected by AS (Syed et al., 2012; Reddy et al., 2013).

### Red Pulse Reduces the SI of *At-SR30*, *At-RS31a*, *At-RS31*, and *At-U2AF65A*

To validate the RNA sequencing (RNA-seq) data, we selected four genes of our interest and studied their responses by RT–PCR: (a) *At-SR30* and *At-RS31*, which are among the down-regulated and AS affected genes (DE and DS) according to the RNA-seq (**Supplementary Table 1**), and (b) *At-U2AF65A* and *At-RS31a*, which belong to the down-regulated category (DE) but are known to be light-responsive events in seedlings (Petrillo et al., 2014). 

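Expression of all 4 genes fell after the Rp. At-SR30 went from 240 ± 35.4 CPM after the FRp to 87.7 ± 7.24 CPM after the Rp (SD, n = 3), a log2 fold change of -1.45 (standard error 0.12, adjusted p = 3.49e-07 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of At-RS31, At-U2AF65A and At-RS31a were -1.06, -1.10 and -1.24 (standard errors 0.09, 0.13 and 0.10), and without TMM the 4 values were -1.03, -0.64, -0.67 and -0.81. In At-SR30, use of the proximal of the alternative acceptors, a PSI, was 30.0% ± 2.72 after the Rp and 60.3% ± 0.758 after the FRp (SD, n = 3, 269 to 668 junction reads per library), with an adjusted p of 0.00647 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In At-RS31, retention of the intron of 798 nt, a PIR, was 17.7% ± 3.16 after the Rp and 44.9% ± 9.15 after the FRp (SD, n = 3, 115 to 305 junction reads per library), with an adjusted p of 0.0133 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In At-U2AF65A, the proximal acceptor, which the file lists as an Alt5′SS bin although the junctions share their donor, was used in 39.2% ± 2.79 after the Rp and 71.7% ± 4.45 after the FRp (SD, n = 3, 283 to 700 junction reads per library), with an adjusted p of 0.00149 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In At-RS31a, retention of the intron of 149 nt was 38.9% ± 10.8 after the Rp and 72.6% ± 16.3 after the FRp (SD, n = 3), with an adjusted p of 0.264 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the event was not called. Its 20 to 55 junction reads per library are the fewest of the 4 genes. The 3 Rp libraries lay below the 3 FRp libraries in each of these 4 events, which are 1 of several tested in each gene. For a model with the replicate block, the adjusted p-values of the 4 events were 0.0305, 0.0783, 0.00900 and 0.535 in the same edgeR test, where the pairing check gave a mean correlation of 0.00531. The highest adjusted p-values over all alternatives, limma among them, were 0.222, 0.242, 0.206 and 0.594, and the lowest, from the Fisher exact test on pooled reads, 9.11e-44, 7.44e-27, 2.00e-59 and 0.000493.
Other events of these genes moved in either direction. The PIR of the whole intron of 942 nt of At-SR30 fell from 32.3% ± 4.94 after the FRp to 12.2% ± 0.806 after the Rp (SD, n = 3). Its adjusted p was 0.0159 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.0627 with the block and 1.67e-34 to 0.239 over all alternatives. The PIR of the whole intron of 273 nt of At-U2AF65A fell from 57.3% ± 2.98 to 33.3% ± 5.39 (SD, n = 3). Its adjusted p was 0.0613 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.198 with the block and 3.05e-34 to 0.306 over all alternatives. In both whole introns, the boundary at the distal acceptor lies inside the exon of the annotated transcript that uses the proximal acceptor. Reads of that transcript count there as retention, so these falls are not separate from the acceptor events and do not show less retention by themselves. Retention of the intron of 604 nt of At-SR30 was 12.4% ± 1.04 after the Rp and 3.29% ± 0.765 after the FRp (SD, n = 3), with an adjusted p of 0.0175 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.0929 with the block and 3.92e-12 to 0.216 over all alternatives. Retention of the intron of 100 nt of At-U2AF65A was 29.5% ± 8.24 after the Rp and 13.5% ± 1.63 after the FRp (SD, n = 3), with an adjusted p of 0.0903 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.254 with the block and 2.83e-22 to 0.994 over all alternatives. With its line identified by name, a setting chosen after seeing the data and part of that range, the difference was -0.348 percentage points. The line of that name holds boundary reads labelled for another bin. The exclusion junction used here, between 17294603 and 17294704, has the ends of this intron, so -0.348 is not a value of this intron. In At-RS31a, the downstream of the alternative donors was used in 49.2% ± 3.25 after the Rp and 21.7% ± 13.1 after the FRp (SD, n = 3, 17 to 40 junction reads per library), with an adjusted p of 0.394 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.644 with the block and 0.00964 to 0.684 over all alternatives, and was not called. The PIR between the upstream donor and the acceptor of At-RS31a was 42.9% ± 14.5 after the Rp and 43.8% ± 8.33 after the FRp (SD, n = 3). Here too, the boundary at the upstream donor lies inside an exon of the transcript that uses the downstream donor.

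**Figure D3:**
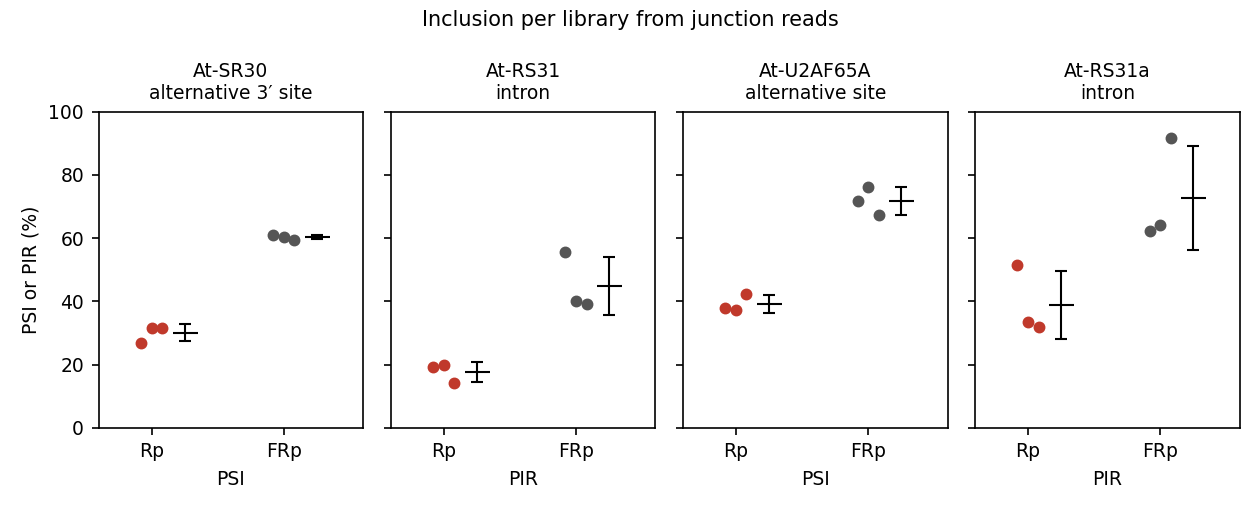
PSI or PIR in percent for 1 event of each gene in the 3 Rp (red) and 3 FRp (grey) libraries, from junction reads. Points are libraries in the order of their replicate numbers, bars the mean and SD (n = 3), and in each event all Rp points lie below all FRp points.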

All these candidate genes are related to the splicing process itself: three are SR genes (*At-SR30*, *At-RS31a* and *At-RS31*) and one is an auxiliary splicing factor (*At-U2AF65A*). We used the SI, defined as the abundance of the longest splicing isoform relative to the levels of all possible isoforms, as the parameter to evaluate AS changes induced by the Rp. **Figure 2** shows that the Rp reduces the SI of *At-SR30*, *At-RS31a*, *At-RS31*, and *At-U2AF65A* between 2- and 5-folds than does the FRp. These results confirm that the AS patterns of these events are modulated by red light when seed germination is induced. Moreover, these results suggest that the total number of affected AS events by red light in germinating seeds is probably higher than those considered in our list (**Supplementary Table 1**). Further research in this direction is needed to know the actual impact of AS in gene expression regulation by red light during seed germination.

**Figure 2:**
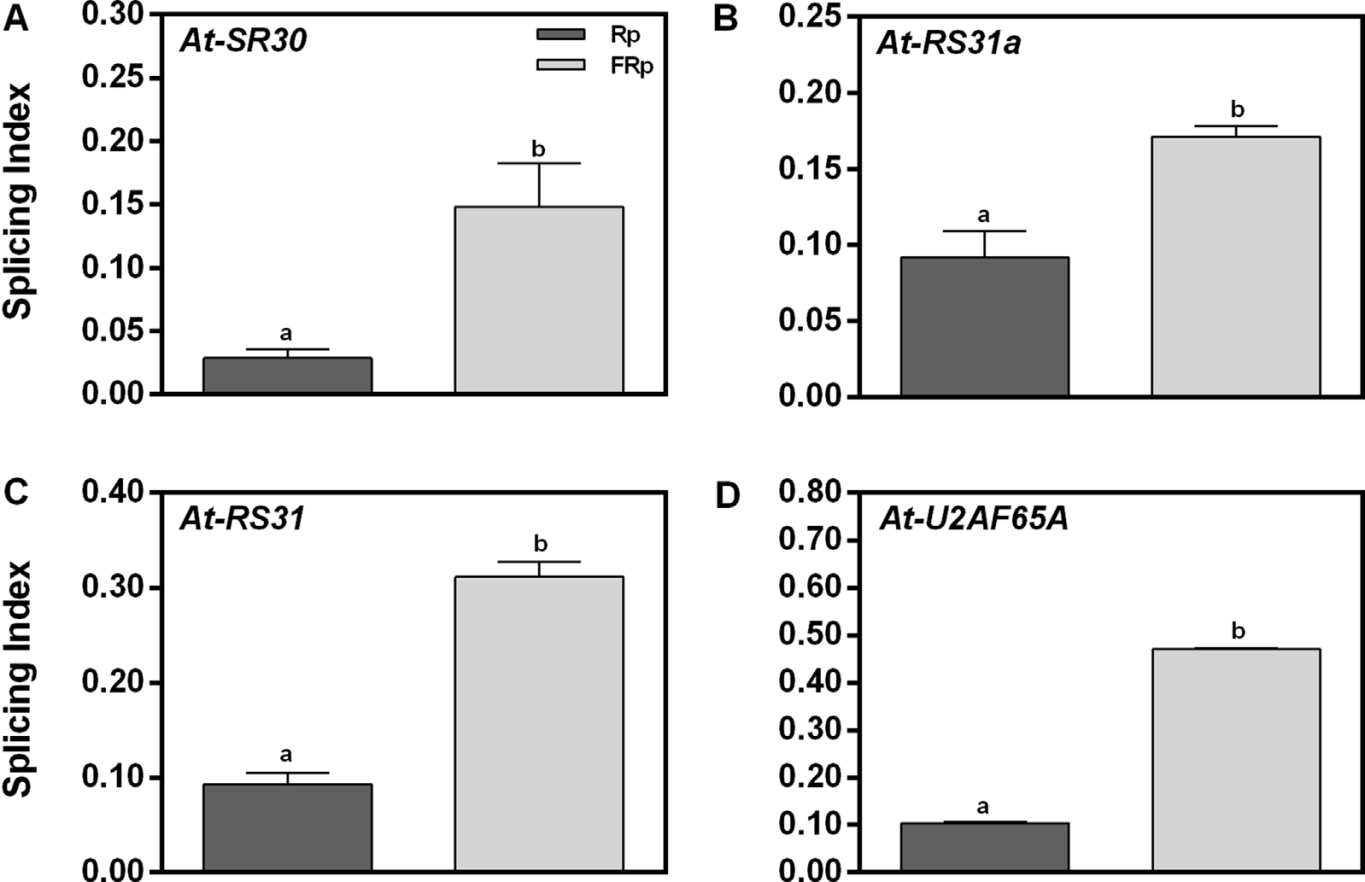
Germination and alternative splicing regulation by red/far-red light. **(A-D)** Germination induced by an Rp reduces the splicing index (SI) of *At-U2AF65A*, *At-SR30*, *At-RS31*, and *At-RS31a* in Col-0 seeds. We selected these genes from the RNA-seq data based on two simultaneous criteria: (1) genes involved in RNA splicing and (2) genes previously documented to have AS (Petrillo et al., 2014; Shikata et al., 2014). RNA Col-0 samples were harvested 12 h after the Rp or FRp. AS alterations as SI in response to the Rp or FRp are shown. Gene expression levels were analyzed by RT–PCR, and each PCR product was quantified by densitometry using ImageJ. Each bar represents mean ± SE (*n* = 3). Significant differences between means are shown by different letters (*p* < 0.05 by Student’s *t*-test). AS, alternative splicing; Col-0, Columbia-0; FRp, far-red pulse; Rp, red pulse; RT–PCR, reverse transcriptase–polymerase chain reaction.

### Phytochrome B Regulates the AS Pattern of *At-PIF6* and *At-U2AF65A*

R-light-induced germination can be mediated by different phytochromes (Botto et al., 1996; Hennig et al., 2002; Arana et al., 2014), and both phyA and phyB are the main photoreceptors. The phyB contribution to AS regulation is still unknown. Thus, we analyzed germination of Col-0 and L*er* WT seeds and *phyB-9* (Col-0 background) and *phyB-5* (L*er* background) mutant seeds under our experimental conditions. The FRp does not promote seed germination in any of the analyzed genotypes (**Figures 3A, B**). On the contrary, the Rp induces 98% of germination in Col-0 seeds (**Figure 3A**) and 78% in L*er* seeds (**Figure 3B**), while *phyB-9* and *phyB-5* mutant seeds germinate at 10% and 32%, respectively, suggesting that phyB is the main phytochrome controlling seed germination under these conditions (**Figures 3A, B**).

**Figure 3:**
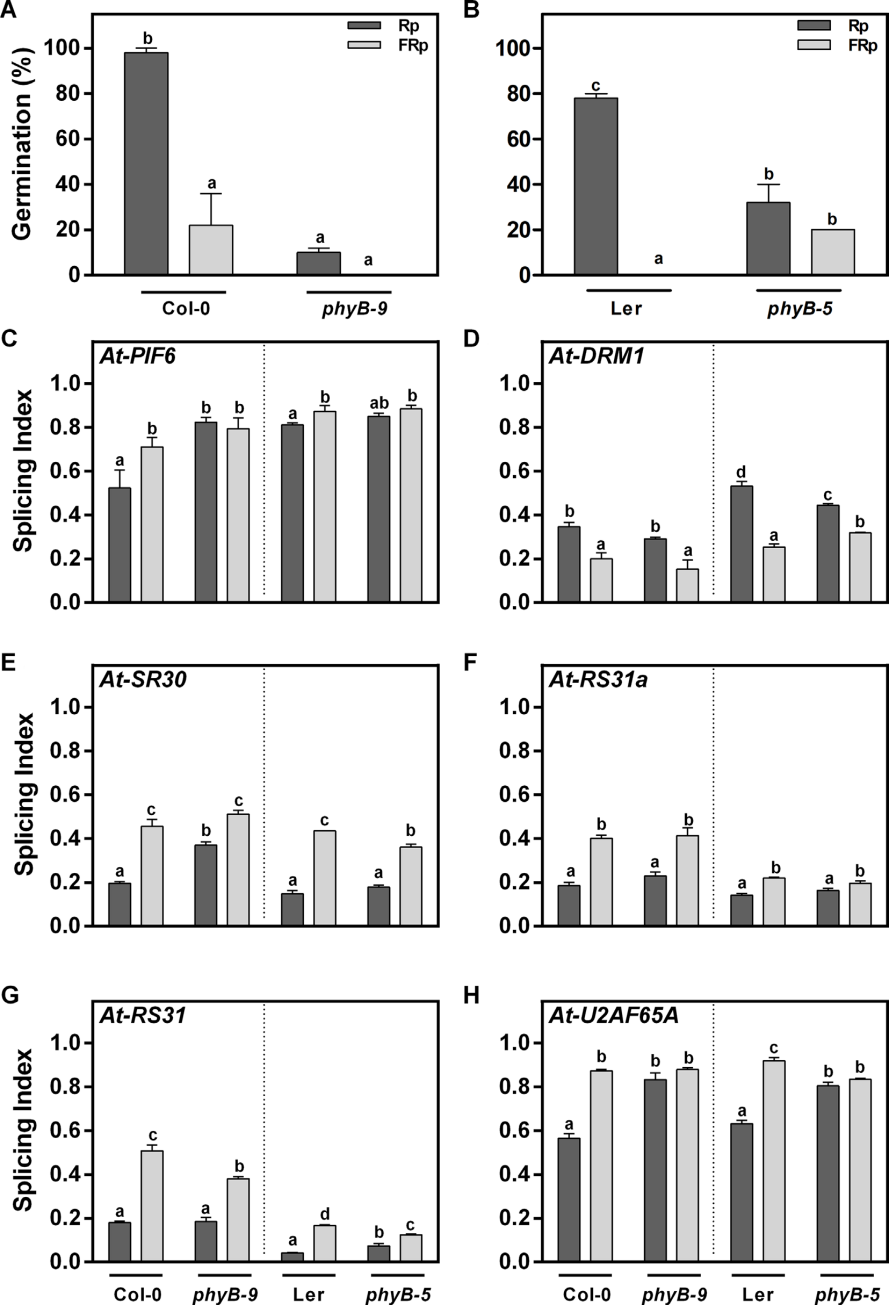
phyB differentially regulates the AS pattern of *At-U2AF65A* and *At-PIF6*. **(A–B)** Germination percentages of Col-0, *phyB-9*, L*er*, and *phyB-5* irradiated with an Rp or an FRp. **(C–H)** AS alterations quantified as splicing index (SI) in response to the Rp or FRp are shown. Seed samples were harvested 12 h after the Rp or FRp. Splice variants of the indicated genes were analyzed by RT–PCR, and each PCR product was quantified by densitometry using ImageJ. Each bar represents mean ± SE (*n* = 3). Means with the same letters are not significantly different (*p* > 0.05 by ANOVA followed by Fisher post-test). ANOVA, analysis of variance; AS, alternative splicing; Col-0, Columbia-0; FRp, far-red pulse; Rp, red pulse; RT–PCR, reverse transcriptase–polymerase chain reaction.

We then asked whether the light-induced AS changes could be subjected to phyB regulation. The Rp reduces the SI of *At-PIF6*, a phytochrome interacting factor, and increases the SI of *At-DRM1* (*DORMANCY-ASSOCIATED PROTEIN 1*, *AT1G28330*), a dormancy-related gene in Col-0 and L*er* seeds (**Figures 3C, D**). The phyB is responsible for the AS changes of *At-PIF6* since light differences associated with the SI are lost in both *phyB-5 and phyB-9* mutant seeds (**Figure 3C**). In opposition, the AS pattern of *At-DRM1* is not regulated by the phyB (**Figure 3D**). With respect to the splicing related factors, the SI of *At-SR30*, *At-RS31a*, and *At-RS31* are significantly reduced in response to the Rp in both Col-0 and L*er* seeds. Even though *phyB* mutants show some changes in the SI of these AS events, similar differences between Rp and FRp are still observed in both *phyB-9* and *phyB-5* mutant seeds, suggesting the AS control of these splicing factors by light does not involve phyB regulation (**Figures 3E–G**). On the other hand, even though the Rp significantly changes the SI of *At-U2AF65A* in Col-0 and L*er* seeds (∼30%), this difference is completely abolished in the *phyB* mutant seeds in both genetic backgrounds (**Figure 3H**). We conclude that phyB regulates the AS pattern of *At-U2AF65A* and *At-PIF6* in *Arabidopsis* seeds germinating with an Rp.

### Red Light Perception and Alternative Splicing Are Directly Linked

We have clearly shown that red light promotes seed germination and affects AS (**Figures 1**–**3**). One remaining question is whether these AS changes are directly triggered by the red-light signal or if they are a consequence of the germination process *per se*. We hypothesized that if light is directly controlling the AS response, changes in splicing patterns should not be affected by different levels of germination under the same light condition (Rp or FRp). Since ABA is a known hormone regulating seed germination, we sowed WT Col-0 seeds in water (control); fluridone (F), an inhibitor of ABA synthesis; and fluridone supplemented with ABA (F + ABA). The Rp induces 100% germination in water and F but only 40% in F + ABA. The FRp reduces the germination to ∼40%, ∼80%, and 0%, respectively (**Figure 4A**). As expected, the F and F + ABA treatments modulate the germination response induced by red light. Hence, we used these seeds to analyze the AS patterns of *At-PIF6*, *At-DRM1*, *At-SR30*, *At-RS31a*, *At-RS31*, and *At-U2AF65A*. We found that the SI of the six genes changes significantly between seeds exposed to Rp and FRp in water, and these changes in the SI are still present in F and F + ABA-treated seeds (**Figures 4B–G**). These results clearly show that changes in AS patterns induced by light are independent of the level of germination. This conclusion is also supported by our previous results showing that the *phyB* mutant, which presents reduced germination under Rp, displayed similar AS changes than the WT seeds for the vast majority of the analyzed events (**Figure 3**). Taken altogether, our data suggest that the Rp directly controls AS processes and that these effects are independent of the level of germination induced by light.

**Figure 4:**
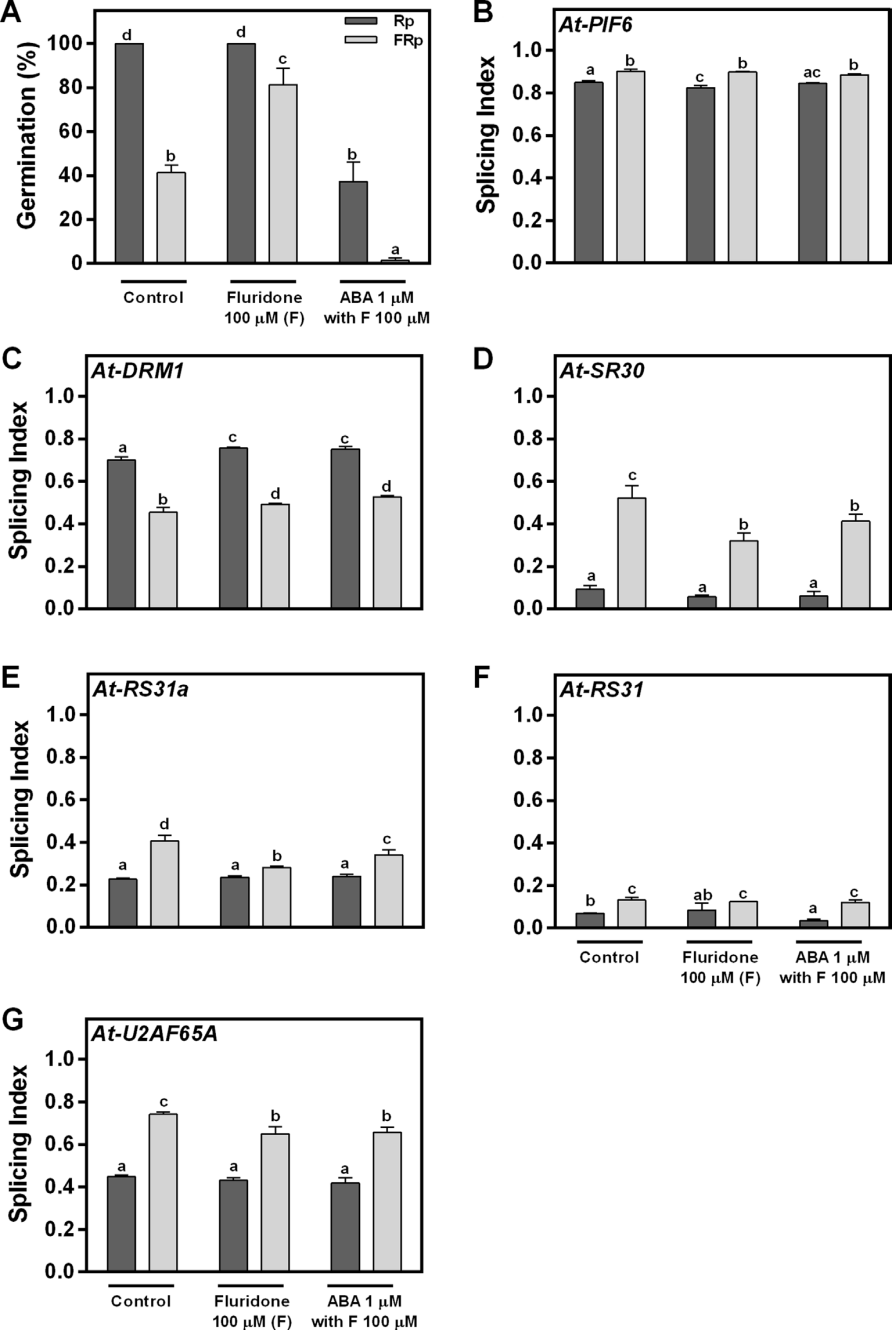
Red light perception and alternative splicing are directly linked. **(A)** Germination percentages of Col-0 seeds imbibed in water (control), fluridone, or ABA supplemented with fluridone and irradiated with an Rp or an FRp. **(B–G)** AS alterations for each hormone condition quantified as splicing index (SI) in response to the Rp or FRp are shown. Seed samples were harvested 12 h after the Rp or FRp. Splice variants of the indicated genes were analyzed by RT–PCR, and each PCR product was quantified by densitometry using ImageJ. Each bar represents mean ± SE (*n* = 3). Means with same letters are not significantly different (*p* > 0.05 by ANOVA followed by Fisher post-test). ABA, abscisic acid; ANOVA, analysis of variance; AS, alternative splicing; Col-0, Columbia-0; FRp, far-red pulse; Rp, red pulse; RT–PCR, reverse transcriptase–polymerase chain reaction.

## Discussion

Seed dormancy and germination are processes of extreme relevance for a successful seedling establishment in the field. Light is one of the most important and best characterized environmental factors involved in the relief of seed dormancy to promote seed germination (Benech-Arnold et al., 2000). Plants possess a wide variety of photoreceptors capable of sensing this environmental cue (van Gelderen et al., 2018). The *Arabidopsis* genome encodes for five different phytochromes, and phyB is the one with the most prominent role in controlling the R/FR reversible response inducing seed germination (Shinomura et al., 1994; Botto et al., 1995). Moreover, light shapes plants’ transcriptomes by affecting every possible level of gene expression regulation (Petrillo et al., 2015; Merchante et al., 2017; Kaiserli et al., 2018; Godoy Herz et al., 2019). AS, a powerful mechanism that allows rapid changes in transcriptome and proteome complexity during development and in response to changes in the environment (Reddy et al., 2013), is also dramatically affected by this environmental cue at different developmental stages. Nowadays, it is becoming evident that AS substantially increases transcriptome complexity and plays an important role in modulating gene expression in response to internal and external cues (Lightfoot et al., 2008; Matsumura et al., 2009; Sanchez et al., 2010; Martin-Trillo et al., 2011; James et al., 2012; Jones et al., 2012; Rosloski et al., 2013). While the information concerning the molecular basis of light-induced germination is abundant at the level of gene expression/transcription (Penfield et al., 2005; Oh et al., 2006; Oh et al., 2007; Oh et al., 2009; Gabriele et al., 2010; Park et al., 2012; Ibarra et al., 2013), that concerning global studies describing light effects on AS has only recently started to appear. Here, we provide evidence showing that (i) Rp triggers AS changes in some splicing factors, light-signaling components, and dormancy/germination regulators; (ii) Rp exerts these effects on AS through the action of phyB in some few events; and (iii) AS events are regulated by R/FR light, but this regulation is not directly associated with the intensity of germination response.

We identified 226 genes with AS events regulated by light (**Figure 1C** and **Supplementary Table 1**) and that the Rp reduces the SI of *At-SR30*, *At-RS31a*, *At-RS31*, and *At-U2AF65A* (**Figure 2**). Since *At-SR30*, *At-RS31*, and *At-RS31a* are members of the RS subfamily (like *At-RS41*), these results may have implications for all the SR genes in *Arabidopsis*. Previous studies have evaluated light effects on AS at a global level in *Physcomitrella patens* and in etiolated *A. thaliana* seedlings using RNA-seq (Shikata et al., 2014; Wu et al., 2014). These studies found several hundreds of light-regulated AS events, many of which were associated with genes encoding splicing factors and light-signaling components. Interestingly, in both reports, the effects of brief light treatments on AS were modulated to a great extent, although not exclusively, by the phytochromes (Shikata et al., 2014; Wu et al., 2014). Furthermore, it was previously shown that *RRC1* (*REGULATOR OF CHROMOSOME CONDENSATION 1*), an SR-like protein, is required for normal seedling development under R light (Shikata et al., 2014) and, more recently, that RRC1 interacts with SFPS (SPLICING FACTOR FOR PHYTOCHROME SIGNALING) and phyB to coordinately regulate the splicing of genes involved in light signaling and circadian clock pathways to promote photomorphogenesis in *A. thaliana* (Xin et al., 2019). The fact that we found common genes whose AS is regulated in different developmental processes (Shikata et al., 2014; Hartmann et al., 2016; Srinivasan et al., 2016; Narsai et al., 2017; this study) strongly points towards the existence and relevance of an AS regulatory network that is active throughout the whole life cycle of a plant.

The R/FR reversible response of seed germination is mainly mediated by phyB (Shinomura et al., 1994; Botto et al., 1995). Interestingly, we found that changes on some AS events (*At-PIF6* and *At-U2AF65A* out of six genes analyzed) are mediated by this photoreceptor (**Figures 3C, H**). However, the observation that the SI values of *At-SR30*, *At-RS31a*, *At-RS31*, and *At-DRM1* were not altered by the absence of phyB suggests that other stable phytochromes, mediating the R/FR response, might be responsible for the regulation of the AS pattern of these genes. Interestingly, *At-U2AF65A* and *At-RS31* AS is regulated by a common light pathway in seedlings, involving chloroplast’s retrograde signals (Petrillo et al., 2014). Hence, these results suggest seeds can have completely different gene regulatory networks. Further research is needed to know whether other photoreceptors, or other signaling pathways (i.e., retrograde signals from organelles), could be involved in the control of AS patterns in light-germinating seeds. Moreover, since red light promotes seed germination (**Figure 1B**), we could argue that AS changes are a consequence of the germination process. However, we provide compelling evidence showing that Rp and FRp can directly affect AS regulation since the analyzed AS changes are not correlated with the intensity of germination response (**Figure 4**). As previously shown, retrograde signals arising from the organelles are important for triggering AS changes during the transition from darkness to light in *Arabidopsis* seedlings (Petrillo et al., 2014; Riegler et al., 2018). Taking this into account, it is possible to think that retrograde signals arising from different organelles could be associated with signals from photoreceptors to fine-tune the AS process in some genes during light induction of seed germination.

Finally, we conclude that AS is a source of gene expression diversity that potentially leads to different proteins involved in the promotion of seed germination by light, and a proper regulation of this process might be of key relevance for the adjustment of seed germination in the correct place and time. The next step would be to determine which signaling pathway(s) is (are) controlling the splicing of these events and identify the targets of the splicing factors regulated by light. Moreover, the question whether these changes in the AS of different splicing regulators are physiologically relevant is still open. Unraveling these AS regulatory networks will help us understand the mechanisms through which these genes may be responsible in the promotion of germination in crop seeds.

## Data Availability

All datasets for this study are included in the manuscript and the Supplementary files. The RNA-seq data is available at the Gene Expression Omnibus (GEO) with this accession GSE134019

## Author Contributions

EP and JB conceived the project. RT, LS, and EP performed the experiments. CH and MY processed the transcriptome data. MS-S performed the GO analyses. RT, EP, and JB analyzed and interpreted the data and wrote the manuscript. All authors read and approved the final version of the manuscript.

## Funding

The research was supported by Agencia Nacional de Promoción Científica y Tecnológica of Argentina and the University of Buenos Aires (UBA) grants to JB (UBACYT 20020170100265BA and PICT2014-1074) and to EP (PICT2016-4366). RT, CH, and MS-S are fellows from Consejo Nacional de Investigaciones Científicas y Técnicas (CONICET). JB and EP are career investigators from CONICET. LS’s work was supported by the University of Buenos Aires (UBA undergraduate fellowship) and is currently a PhD fellow from CONICET.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Alternative Splicing Regulation During Light-Induced Germination of Arabidopsis thaliana Seeds
**Source:** Front Plant Sci. 2019 Sep 10;10:1076. doi: 10.3389/fpls.2019.01076
**Supplement:** Supplementary File 1 — Gene models and gel images.

**Gene Models, Locations of the primers used  
for the splicing analyses and representative  
Gel Images**

# At-PIF6

Gene Model

*Red arrows represent the primers*  
*Blue arrows show the primers used for the long PCR*  
*Boxes represent exons*  
*Lines represent introns*

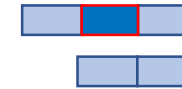

Isoforms  
(short RT-PCR products)

(long RT-PCR products)

Representative gel images corresponding to Figure 3

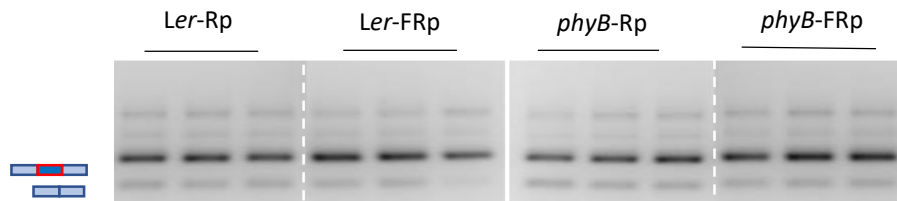

Representative gel image corresponding to Figure 4

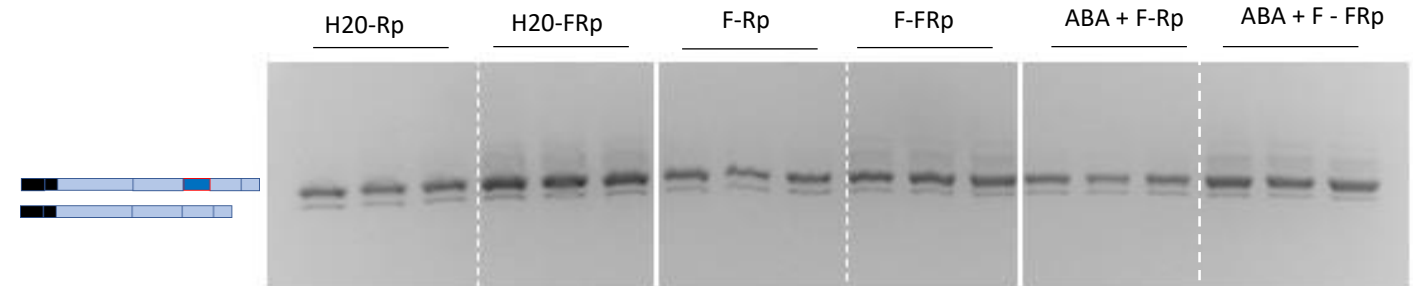

*Each treatment consists of 3 biological replicates*

*Rp = Red Pulse*

*FRp = Far Red Pulse*

*F = fluridone*

# At-DRM1

*Red arrows represent the primers*  
*Boxes represent exons*  
*Lines represent introns*

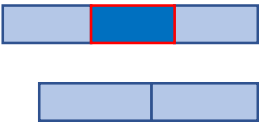

**Isoforms**  
**(RT-PCR products)**

Representative gel images corresponding to Figure 3

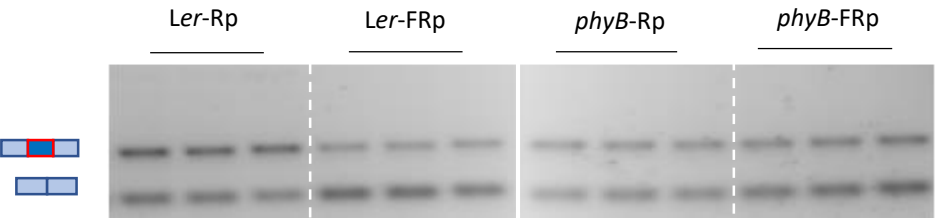

Representative gel image corresponding to Figure 4

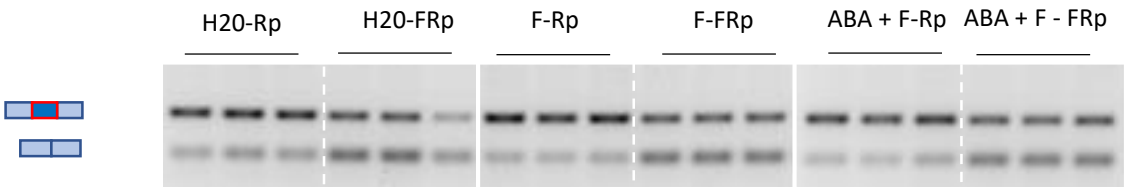

*Each treatment consists of 3 biological replicates*  
*Rp = Red Pulse*  
*FRp = Far Red Pulse*  
*F = fluridone*

# At-SR30

Gene Model

*Red arrows represent the primers*  
*Boxes represent exons*  
*Lines represent introns*

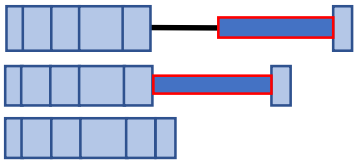

Isoforms  
(RT-PCR products)

Representative gel images corresponding to Figure 3

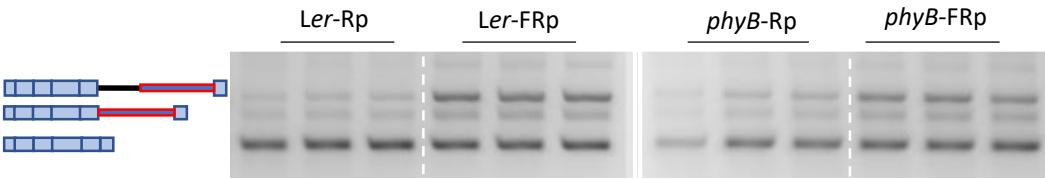

Representative gel image corresponding to Figure 4

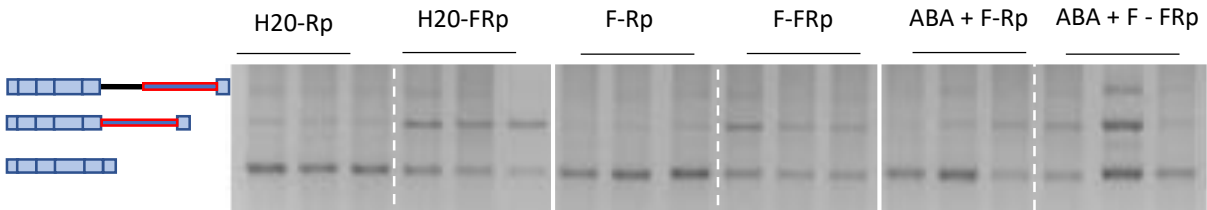

*Each treatment consists of 3 biological replicates*  
*Rp = Red Pulse*  
*FRp = Far Red Pulse*  
*F = fluridone*

# At-RS31a

Gene Model

*Red arrows represent the primers*  
*Boxes represent exons*  
*Lines represent introns*

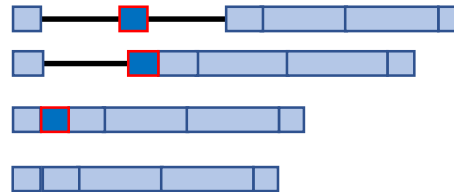

Isoforms  
(RT-PCR products)

Representative gel images corresponding to Figure 3

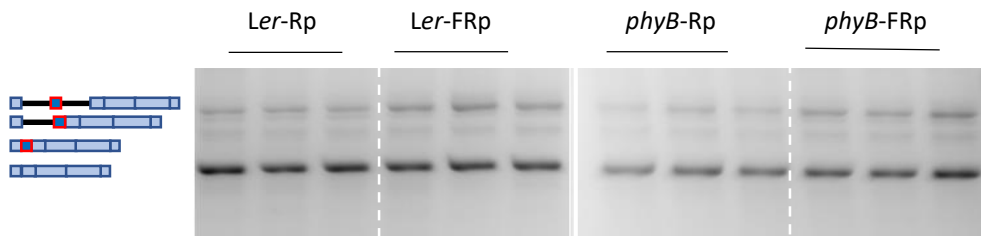

Representative gel image corresponding to Figure 4

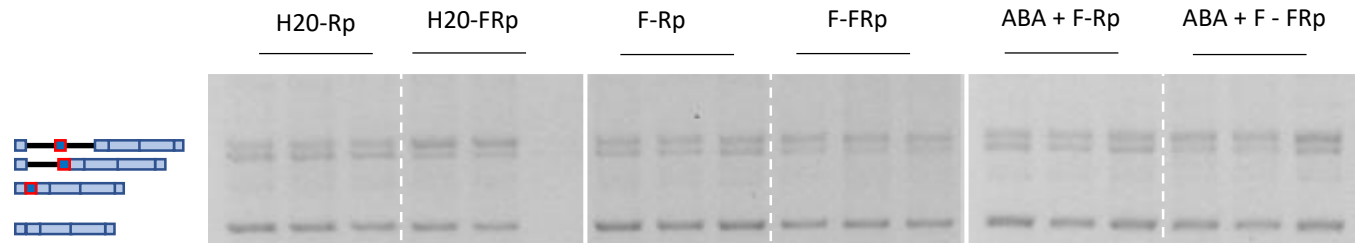

*Each treatment consists of 3 biological replicates*

*Rp = Red Pulse*

*FRp = Far Red Pulse*

*F = fluridone*

# At-RS31

*Red arrows represent the primers*

*Boxes represent exons*

*Lines represent introns*

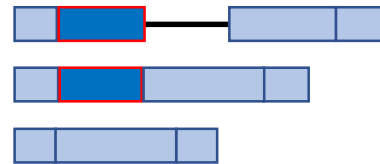

Isoforms  
(RT-PCR products)

Representative gel images corresponding to Figure 3

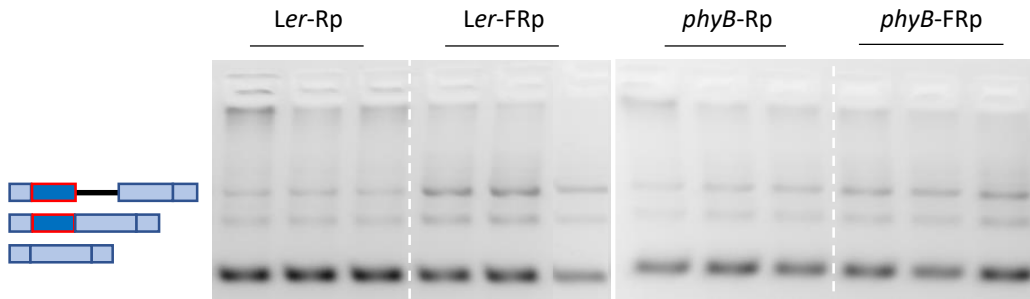

*Each treatment consists of 3 biological replicates*

*Rp = Red Pulse*

*FRp = Far Red Pulse*

*F = fluridone*

Representative gel image corresponding to Figure 4

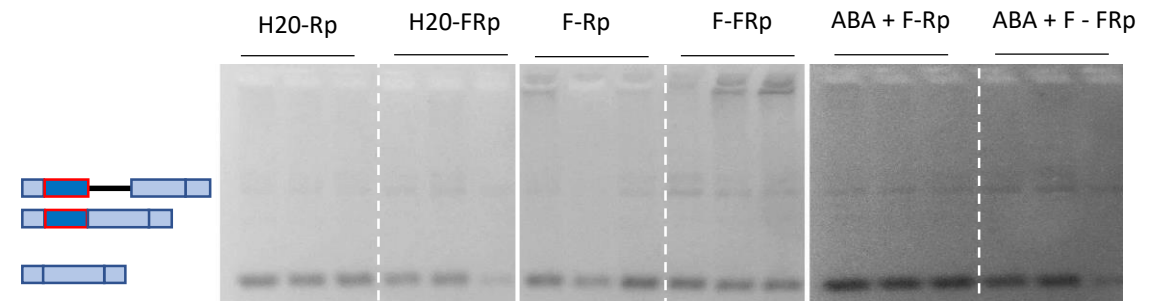

# At-U2AF65A

**Red arrows represent the primers**

**Boxes represent exons**

***Lines represent introns***

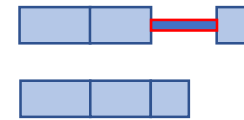

**Isoforms  
(RT-PCR products)**

### Representative gel images corresponding to Figure 3

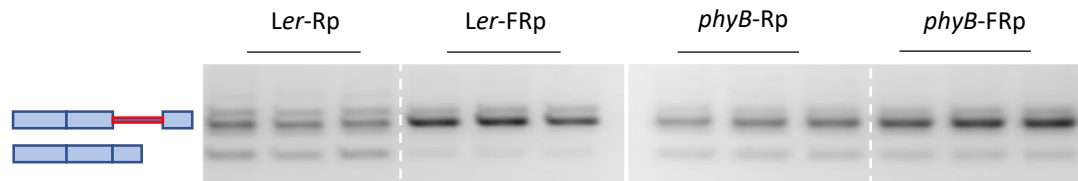

**Representative gel image corresponding to Figure 4**

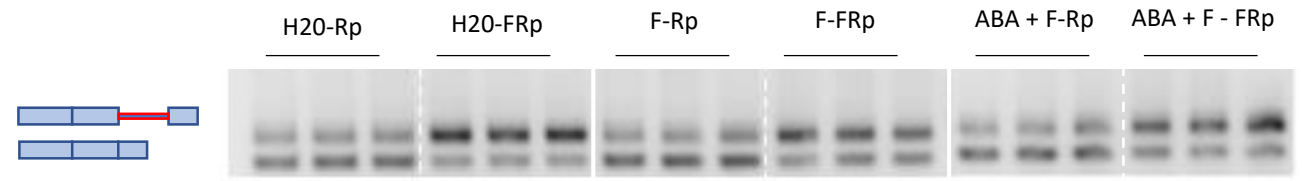

***Each treatment consists of 3 biological replicates***

***Rp = Red Pulse***

**FRp = Far Red Pulse**

***F = fluridone***

How the deposited data were processed for this re-analysis (not part of the article)

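RNA sequencing of Col-0 seeds was analysed in 6 libraries, 3 after the Rp and 3 after the FRp, with conditions and replicate numbers taken from the sample labels. The authors aligned paired-end reads to the TAIR10 genome with TopHat, with the maximum intron length given in the paper's methods, and counted reads per gene on the TAIR10 transcriptome. They deposited raw gene counts for 33602 genes, raw counts of reads on splice junctions and exon–intron boundaries for each bin, and PSI or PIR as a fraction per condition, computed from the reads of the 3 libraries together. The smallest minimum read count seen on a listed exclusion junction, taken in the condition where it was larger, was 6, so low junctions had been removed before. Whether strand was used in counting is not stated in the methods or the labels, so counts of overlapping genes are uncertain, as are those of near-identical copies.

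The deposited fraction was not used as a measurement. It was recomputed from the junction counts for 71920 lines of the table and differed by more than 0.0001 in 41 of them, in 36 of which a single inclusion junction is listed. For those, the exclusion reads were weighted by 1 here. The name of an annotated IR line and the name on its boundary reads differ in 2512 of 2515 lines, while they are the same in all 126267 lines of other introns. Where an exclusion junction is listed, it lies on the chromosome of the gene named by the line in 73.9% of 1038 annotated IR lines and in 100% of 70111 others, so events were identified by the boundary reads. Of the 27924 tested junctions, 27550 (98.7%) have GT and AG at their ends in the TAIR10.1 sequence, 374 have GC–AG or AT–AC and 0 have other ends, and 32834 of the 32835 loci shared between the count table and TAIR10.1 overlap on the same chromosome, so positions were read on that build. Product names were found for 31901 of the 33602 genes.

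mRNA levels were tested in R 4.3.3 with edgeR 4.0.16, by TMM normalization, a quasi-likelihood fit and Benjamini-Hochberg adjustment, for genes with a mean count over 10 and a read density over 0.05 in at least 1 condition. A gene was called DE at an adjusted p under 0.05 and a fold change over 1.5, the thresholds of the paper's methods. Standard errors were computed as the size of the log2 fold change over the square root of the F statistic. AS was tested with the same tool on inclusion and exclusion reads of each event, with 1 coefficient per library and a term for the change of the ratio with the light pulse. Events were called at an adjusted p under 0.15 and a difference over 0.5 percentage points, with the junction minimums of 10 reads per library on average in each condition and 5 reads in total on each side. The paper's test used reads on whole bins, which were not analysed here. With its default settings, edgeR estimated infinite prior degrees of freedom for the AS test, so that the variance of an event comes from the trend over all events, and robust estimates and the tool's newer quasi-likelihood method were added after seeing the data. Families of genes were formed by keywords in product names and tested with the two-sided Fisher exact test over 14 tests. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

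The genes named in the text were set by a rule written before the data were examined: every gene the paper names in its results and DOG1; the 5 genes with the largest fold change in each direction among called genes with a mean count of at least 50 and no overlap between the groups; 17 genes of phytochrome and hormone control; and the SR genes as a group. Named events were all tested events of the paper's genes, the 10 events with the smallest p-value and the 12 events in the given part of Supplementary Table 1. A fold change against a group with at most 3 counts in every library is given as a lower bound against 3 counts.

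The pairing of libraries comes from the replicate numbers in the labels, and the paper does not say that same-numbered samples belong together. Each comparison was fitted without and with the replicate number as a block. Alternatives set beforehand were DESeq2 1.42.0 with its size factors, no TMM, edgeR's exact test, other filters and thresholds, limma 3.58.1 on log2 ratios with a pseudocount of 0.5, a Fisher exact test on pooled reads, other backgrounds for the gene families, and each library left out in turn.

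The tests of expression and of AS were tried on simulated data made from the real means and library sizes with 200 changed features. The gene test recovered 100% of the changed genes among 16924, and 3.38% of its calls were unchanged genes. The AS test recovered 72.5% of the changed events among 5954 with 10.5% of its calls unchanged, limma 62.5% with 23.8%, and the Fisher exact test on pooled reads 96.5% with 75.3%. With the replicate block, the AS test recovered 62% with 3.125% of its calls unchanged. The simulated genes had 1 common dispersion and changed equally in both directions, whereas 9413 genes were called in the real data. The simulated AS changes were limited to events of intermediate inclusion and higher depth. Of the 699 real calls, 545 were introns without an annotated alternative, a class with a median PIR of 1.11% after the Rp. These rates therefore need not hold for the real data. With 3 libraries per group, an exact permutation test of 1 value cannot give a p under 0.1. Precision rests on the depth of each event: counts of junction reads per library are given with the events, and gene totals lay between 24234421 and 32387080 reads. RT–PCR, germination and the mutant experiments were not analysed here.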

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

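Of the tests in this part, those on rRNA, on the strand of PIL1, on the other introns of ASY3 and on the depth behind AT4G39200 were chosen only after the result was seen.

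The 20 genes with the most reads, summed over all libraries, took 24.9% of the reads after the FRp and 6.19% after the Rp. This is a signal in genes that the paper's text does not discuss. They include cruciferins (CRA1, CRU3), seed storage albumins (SESA3, SESA5) and 2 loci of 18S ribosomal RNA. Without the rRNA loci the shares still differed by 17.4 percentage points, with standard deviations of 1.33 after the FRp and 0.580 after the Rp, so rRNA reads do not account for the difference. A high share of a few genes could distort the scaling of all others. With the 20 genes left out, 99.6% of the DE calls among the other genes were shared, but both fits use TMM, which trims extreme genes, so this could hardly have come out otherwise. Scaled on library totals, where the share does act, 7524 genes were higher and 2568 lower after the Rp, against 4877 and 4536 with TMM, and 7445 calls were shared, so an effect of these genes through the scaling cannot be told apart. The share lay between 22.8% and 26.9% in the FRp libraries and between 4.94% and 6.95% in the Rp libraries. As a hypothesis, storage and LEA transcripts may persist after the FRp and fall after the Rp, since the design gives the light pulse as the biological difference. This was found and tested on the same data.

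An intron of ASY3 (AT2G46980:I001), a gene the paper's text does not discuss, differed in PIR by -77.6 percentage points after the Rp, with 12 to 188 junction reads per library. The gene PIL1 lies 1665 bp away and had a log2 fold change of -5.96, so reads that run from PIL1 into ASY3 were considered. Both genes are on the minus strand and PIL1 is transcribed away from ASY3, which goes against that explanation. Of the 3 other tested introns of ASY3, 2 were called in the same direction, and the third changed by -16.7 percentage points without a call. A transcript that covers only part of ASY3 therefore cannot be told apart from retention along the gene. Antisense reads were not tested.

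Skipping of an exon bin of AT4G39200 (between 18257836 and 18257967 on chromosome 4) had 225, 195 and 133 reads in the Rp libraries and 0 in each FRp library, a difference in PSI of -2.93 percentage points. The paper's text does not discuss this gene. At the rate of the Rp libraries, 296 skipping reads would have been expected after the FRp, so the depth could have shown them. The 50 nt around the junction had 0 matches elsewhere with at most 2 mismatches, so reads of a near-identical copy are unlikely to be the source. An effect of the light pulse on this exon may remain as a hypothesis, found and tested on the same data.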

How the results depend on the processing

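Of the tests below, those with the robust and the newer variance estimates, the identity by line name, the annotated bins alone, the minimum of 5% inclusion, keywords in symbols and synonyms, the gene sets without rRNA and organelle genes or without the 20 genes with the most reads, and the overlaps with DE genes over 2-fold were chosen only after the result was seen; all other alternatives were set beforehand. Where a value moved, the cause was not tested.

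The number of DE genes, 9413, stayed within 1.5 times that value under all alternatives run except a fold change over 2, which gave 5757 genes (3088 higher, 2669 lower). Without TMM, 7524 genes were higher and 2568 lower. Leaving out 1 library gave 9203 to 9481 genes, 4743 to 4912 higher and 4460 to 4569 lower. The fit with the replicate number as a block gave 9357 genes, of which 9318 were also called without it, where the pairing check was a mean correlation of -0.0419 for genes.

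The number of AS events, 699 in 585 genes, moved with most settings. It was 271 in 228 genes at an adjusted p under 0.05, 391 in 330 with a difference over 5 percentage points, 273 in 226 with a difference over 10 points, 153 in 133 with limma and 5065 in 3647 with the Fisher exact test on pooled reads. The replicate block gave 210 in 174, all of them also called without the block, with a pairing check of 0.00531 for junction ratios. Leaving out 1 library gave 267 to 405 events and 224 to 348 genes. Annotated AS bins alone gave 246 events in 226 genes, of which 76 events were also called in the main setting, and a PSI or PIR of at least 5% in one condition gave 1713 in 1424, of which 434 were. Robust variance estimates gave 681 events, 675 of them shared, and the newer quasi-likelihood method 921, of which 636 were shared. In simulated data where a small part of the unchanged events varied far more between libraries, the newer method called 0 of 200 changed events. The default and robust estimates called 150 and 151 of them. Since the newer method made 921 calls in the real data, that simulation does not show how it behaves there.

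The overlap of 382 genes was 158 at an adjusted p under 0.05 for AS, 140 with a difference over 10 points and 121 with the replicate block, and 232 with DE genes over 2-fold and 83 with both a difference over 10 points and DE genes over 2-fold. The odds ratio stayed above 1 in all 6 alternatives run, from 1.58 to 2.23.

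The families depended on the background and, for ribosomal proteins and LEA genes among others, on the direction of the change. Against all genes of the count table, the odds ratio among DE genes was 1.44 for RNA splicing, 1.72 for RNA binding and 1.14 for rRNA processing, each reversed, 2.45 for heat shock and 1.91 for photosystem genes. Among genes with AS events it was 3.80 for RNA splicing, 3.72 for rRNA processing, and, reversed, 1.99 for ribosomal proteins and 1.64 for heat shock. Also reversed were the values below of rRNA processing and heat shock among the higher genes, of ribosomal proteins and photosystem genes among the lower genes, of ribosomal proteins and rRNA processing for AS, and of photosystem genes with symbols and synonyms. For DE genes over 2-fold, RNA splicing had 0.592 and ribosomal proteins 1.17 (adjusted p 0.0570 and 0.322 in the Fisher exact test), and neither passed the threshold. Among genes higher after the Rp alone, RNA binding had 0.708, rRNA processing 1.00, heat shock 0.955 and LEA and storage genes 1.02. Among those lower alone, RNA splicing had 0.921, RNA binding 0.883, ribosomal proteins 0.123, photosystem genes 0.927 and LEA and storage genes 3.60. For AS, ribosomal proteins had 1.17 at an adjusted p under 0.05 and 1.57 with the replicate block, and rRNA processing had 0 with a difference over 10 points. With symbols and synonyms, rRNA processing among DE genes had 0.667, and RNA splicing and photosystem genes among AS genes 2.69 and 0.974.

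Among the named genes, the log2 fold changes of RGL2, SCL30A and SCL28 were reversed without TMM, at 0.37, 0.13 and 0.0521. With 1 library left out, that of RSZ22 lay between -0.0569 and 0.10 and that of RGL2 between -0.17 and 0.0200, and 4 values of named genes lost their call and 2 gained one, while 30 values of named events lost theirs. The difference of the IR event of At-U2AF65A (AT4G36690:E007), 16.3 percentage points, was -0.348 when its line was identified by its name. The line of that name holds boundary reads labelled for another bin, so -0.348 is not a value of this intron. Among alternatives set beforehand that kept all libraries, 22 other values of named genes lost their call and 6 gained one, as did 42 and 6 values of named events. Among alternatives chosen after seeing the data, 5 values of named events lost their call and 6 gained one.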

Differences from the paper's values

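The tests in this part chosen only after the result was seen are those on annotated AS bins alone, on the overlap with DE genes over 2-fold and on keywords in symbols and synonyms.

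The paper gives 5785 DE genes and 9413 were found here. The paper's supplementary table holds 3099 genes higher and 2686 lower after the Rp, against 4877 and 4536 here. Of the alternatives set before the data were examined, a fold change over 2 gave 5757 genes (3088 higher, 2669 lower) and the test against the 1.5-fold threshold 7261 (3787 higher, 3474 lower), and neither differs by more than 1.5 times from the paper's. Without TMM the lower genes were 2568, also within that range, while the total, 10092, was not. The other alternatives set before the data were examined did not close the gap. The given part of the paper's table shows 3996 genes; 3995 of them were tested here, all 3995 in the paper's direction and 3969 called. The given part is incomplete, and the smallest log2 fold changes it shows are 1.00 for the higher and 1.22 for the lower genes.

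The paper gives 226 DS genes, and 585 were found here. The paper's supplementary table holds 256 events, against 699 here. Of the alternatives set before the data were examined, an adjusted p under 0.05 gave 228 genes and 271 events, a difference over 10 percentage points 226 genes and 273 events, and the replicate block 174 genes and 210 events. A difference over 5 points gave 330 genes, within 1.5 times the paper's, and 391 events, which are not. Leaving out Rp replicate 1, 2 or 3 or FRp replicate 1 or 2 gave 224, 301, 256, 277 and 246 genes and 267, 358, 302, 327 and 296 events, all within that range, while leaving out FRp replicate 3 did not close the gap. Junction minimums of 5 or 20 reads, limma and the Fisher exact test on pooled reads did not close it either. Annotated AS bins alone, chosen after seeing the values, gave 226 genes and 246 events. The given part of the paper's table shows 12 events, of which 9 were tested here. All 9 were called with a difference over 10 percentage points, and 0 of the 9 are among the annotated AS bins, so the count of 226 with those bins does not rest on these events of the paper.

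The paper gives 102 DS genes that are also DE, against 382 here. Of the alternatives set before the data were examined, a difference over 10 percentage points gave 140 and the replicate block 121, within 1.5 times the paper's, while an adjusted p under 0.05 gave 158 and DE by the adjusted p alone 493. A difference over 10 points with DE genes over 2-fold, chosen after seeing the values, gave 83, and DE genes over 2-fold alone, chosen likewise, gave 232.

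The paper states that under 50% of the DS genes change in mRNA level, whereas 65.3% did here; with DE genes over 2-fold, chosen after seeing the values, 39.7% did. The paper's enrichment factor is relative to the whole genome, to which all genes of the count table come nearest, whereas the tested genes were the main background here. The paper states that splicing categories are strongly enriched among DS genes. Here the odds ratio of the splicing family was 1.54 with an adjusted p of 0.433 in the Fisher exact test. In the same test it passed the threshold against all genes of the count table (3.80, adjusted p 0.00433). It also passed with symbols and synonyms, chosen after seeing the values (2.69, adjusted p 0.00435). This keyword family leaves out several SR genes, and 9 of the 16 SR genes with a tested event had a called event. The value of 1.54 therefore does not test the paper's GO categories. The paper's Fig. 1D shows rRNA processing enriched among DE genes, and its odds ratio here was 0.498; against all genes of the count table it was 1.14. The paper states that DE genes are enriched for responses to temperature and light. Here heat shock and photosystem genes had odds ratios of 1.16 and 1.23 without passing the threshold, which they passed against all genes of the count table (2.45 and 1.91). In its RNA-seq lists the paper has At-U2AF65A as changed in expression only, whereas its alternative acceptor was called here with a difference of -33.4 percentage points; by RT–PCR the paper states a change in its AS after the Rp.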

Other observations

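Of the tests in this part, those on other splits of the libraries, on Rp replicate 3 and on the file order of the IR names were chosen only after the result was seen.

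The 6 libraries can be split into 3 and 3 in 10 ways, and only 4 of these part all 3 same-numbered pairs as the real split does; the other 6 part 1 pair. Of those 4 splits, 1, the real one, gave as many as 9413 DE genes, and 1, again the real one, as many as 699 AS events. The other 9 splits gave 0 DE genes, with 3 to 73 genes at an unadjusted p under 0.05, and at most 3 AS events. A share of 1 in 4 is the smallest this count can give, so it shows nothing about chance by itself. The Rp and FRp libraries did not overlap in 78.3% of all tested genes, where chance gives 10% for each gene. The genes share the same 6 libraries and are not independent, so this share is not a separate test of chance either.

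The called introns without an annotated alternative were examined for technical sources. A changed gene within 2000 bp that moved the same way was found beside 24.2% of the 545 called introns and 19.7% of the 25116 others (odds ratio 1.30, Fisher exact test, p = 0.0106), so reads of neighbouring genes may contribute to some calls. Called introns moved against the expression of their own gene in 68.8% of cases and the others in 55.6% (odds ratio 1.76, Fisher exact test, p = 4.92e-10), which is consistent with a steady background of unspliced reads that weighs more where the gene falls, though regulated retention would look the same. A shift of retention in all genes was not seen: the median PIR of the tested introns of this kind differed by 0.0684 percentage points between the conditions, against standard deviations of 0.0883 and 0.192 between libraries.

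Of 71267 exclusion junctions, 8 had 0 reads in 1 replicate and at least 100 in both others of the same condition. In 0 of the 8 was the gene count of that library under 0.1 times that of the others, and in 1 did a listed junction within 10 nt have reads in it. Neither low expression nor a nearby junction accounts for most of them, and the source was not found. NAP1;2, whose call was lost under robust variance estimates, shows the same pattern in 2 of its FRp libraries.

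In Rp replicate 3, the median log2 ratio of reads on the first over the last intron, taken over 1333 genes, was higher than in the other libraries, where it lay between -2.53 and -2.04. Without Rp replicate 3, 302 AS events passed, within the 267 to 405 of all fits that left out 1 library, and 273 of them were also called with all libraries, within the 254 to 364 of those fits. More and less inclusion were then balanced, at 151 and 151 events, against 289 and 410 with all libraries, while the 5 other fits kept more events with less inclusion. The number of events without this library therefore lies within the range of the other fits, but the excess of less inclusion depends on this library. That excess also turned around among annotated AS bins tested alone, chosen after seeing the data, with 158 events of more and 88 of less inclusion.

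The names of the annotated IR lines were compared with the names on their boundary reads in 2 ways. Sorting the names within each class, the test planned first, gave back 0.755% of the line names. Taking the names in file order, 1 class after the other, a test chosen after that failed, gave back 100%. A candidate explanation is that the names were joined in an order other than that of the reads, and the values of these lines were therefore assigned by the boundary reads.

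At-PIF6 (AT3G62090) went from 607 ± 34.1 CPM after the FRp to 12.3 ± 1.37 CPM after the Rp (SD, n = 3), a log2 fold change of -5.62, and At-DRM1 (AT1G28330) from 442 ± 36.6 to 63.7 ± 13.8 CPM, a log2 fold change of -2.79. The ES event of At-PIF6 (AT3G62090:E003) had a PSI of 59.8% ± 12.1 after the Rp and 78.8% ± 3.67 after the FRp, with an adjusted p of 0.490 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and was not called, with 11 to 1256 junction reads per library and adjusted p-values of 0.135 to 0.750 over its alternatives. It was called in 2 of these, the Fisher exact test on pooled reads and the minimum of 5% inclusion, which was chosen after seeing the data. Retention of an intron of At-PIF6 (AT3G62090:I005) was called, with a PIR of 19.3% ± 8.78 after the Rp and 2.60% ± 0.275 after the FRp and an adjusted p of 0.00365 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.0200 with the replicate block and 1.16e-07 to 0.177 over its alternatives. In At-DRM1, the ES event AT1G28330:E010 had a PSI of 46.5% ± 0.978 after the Rp and 14.9% ± 0.269 after the FRp (adjusted p = 2.77e-06 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DOG1 had a log2 fold change of -2.29.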
